# Reduced alcohol preference and intake after fecal transplant in patients with alcohol use disorder is transmissible to germ-free mice

**DOI:** 10.1038/s41467-022-34054-6

**Published:** 2022-10-19

**Authors:** Jennifer T. Wolstenholme, Justin M. Saunders, Maren Smith, Jason D. Kang, Phillip B. Hylemon, Javier González-Maeso, Andrew Fagan, Derrick Zhao, Masoumeh Sikaroodi, Jeremy Herzog, Amirhossein Shamsaddini, Marcela Peña-Rodríguez, Lianyong Su, Yun-Ling Tai, Jing Zheng, Po-Cheng Cheng, R. Balfour Sartor, Patrick M. Gillevet, Huiping Zhou, Jasmohan S. Bajaj

**Keywords:** Alcoholic liver disease, Liver cirrhosis, Microbiota

## Abstract

Alcohol use disorder is a major cause of morbidity, which requires newer treatment approaches. We previously showed in a randomized clinical trial that alcohol craving and consumption reduces after fecal transplantation. Here, to determine if this could be transmitted through microbial transfer, germ-free male C57BL/6 mice received stool or sterile supernatants collected from the trial participants pre-/post-fecal transplant. We found that mice colonized with post-fecal transplant stool but not supernatants reduced ethanol acceptance, intake and preference versus pre-fecal transplant colonized mice. Microbial taxa that were higher in post-fecal transplant humans were also associated with lower murine alcohol intake and preference. A majority of the differentially expressed genes (immune response, inflammation, oxidative stress response, and epithelial cell proliferation) occurred in the intestine rather than the liver and prefrontal cortex. These findings suggest a potential for therapeutically targeting gut microbiota and the microbial-intestinal interface to alter gut-liver-brain axis and reduce alcohol consumption in humans.

## Abstract (web summary)

Gut microbiota composition is altered in patients with alcohol use disorder, and fecal microbiota transplant reduced alcohol craving in patients with alcohol use disorder and liver cirrhosis in a phase 1 clinical trial. Here the authors used stool samples collected in the trial to report that this phenotype is transmissible via microbial transfer to germ free mice, as assessed by reduced ethanol acceptance, intake and preference.

## Introduction

Alcohol use disorder (AUD) is a major cause of reduced life expectancy worldwide, and this misuse has increased exponentially during the pandemic^1,2^. Excessive alcohol consumption can lead to end-organ damage across several organs, but the liver and resultant cirrhosis is a significant complication^3^. Cirrhosis alone, regardless of AUD, is associated with microbial dysbiosis and defects in the intestinal mucosal barrier, which can worsen in the presence of alcohol misuse^4–6^. This situation is complicated by the lack of adequate study of AUD-related pharmacotherapy in this advanced population^3^. Therefore, in these patients, it becomes even more important to reduce alcohol misuse to prevent further liver injury.

Recent preclinical and clinical studies have demonstrated that fecal transplant of microbiota from patients with AUD can change the intestinal barrier and affect brain function^7–11^. Specific changes related to blood metabolome were noted to modulate these behaviors^12^. Moreover, in patients with AUD, there are specific changes in the gut microbiome and intestinal barrier that are unique to cirrhosis versus alcohol and selected taxa change after alcohol abstinence^10,13^. The next step is to determine if changing the microbiota could beneficially reduce the craving and alcohol intake in patients with AUD and the potential mechanisms behind these changes. We performed a placebo-controlled randomized clinical trial in men with cirrhosis and AUD in which fecal microbiota transplant (FMT) from a donor enriched in Lachnospiraceae and Ruminococcaceae led to short-term reduction in alcohol craving and consumption with a concomitant increase in short-chain fatty acids in the FMT group but not placebo^14^. This also led to an overall reduction in AUD-related adverse events over 6 months in the FMT group compared to placebo^14^. However, the role of microbial alterations on the gut-liver-brain axis needs to be investigated further. Our aim was to determine if alcohol craving improvement in humans after FMT could be transmitted to mice through microbial transplantation.

We had previously shown that fecal microbiota transplant reduced alcohol craving in humans with cirrhosis. Here we show that the reduction in craving and alcohol preference was transmissible to germ-free mice only when live bacteria and not germ-free supernatants were used for colonization. This differential colonization was associated with alterations in the gut immune-inflammatory response through short-chain fatty acids.

## Results

### Clinical trial showed reduction in alcohol intake and craving after FMT in humans

As previously published, we included 20 men with AUD-cirrhosis [65 ± 6.4 years, MELD 8.9 ± 2.7] were included (Fig. 1A)^14^. Groups were comparable with respect to demographics, cirrhosis, and AUD severity at baseline. Liver function and safety labs were stable over time. Craving reduced significantly in 90% of FMT-assigned versus 30% in placebo (*p* = 0.02). This was accompanied by lower urinary ethylglucuronide (Etg) (*p* = 0.03). These were not seen in the placebo patients (Supplementary Table 1).

**Fig. 1:**
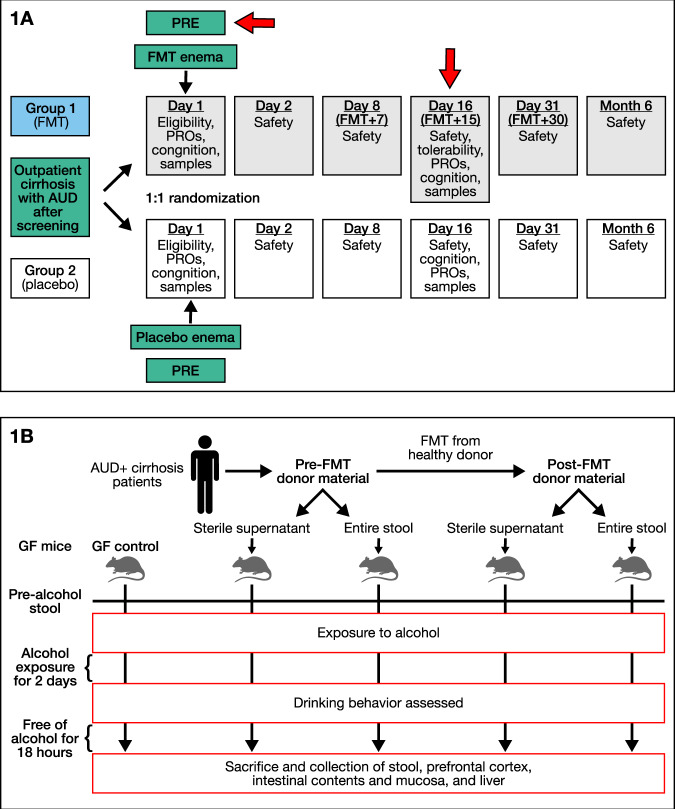
Study design. **A** Human RCT design with red arrows at the timepoints stools from humans were collected for colonization into germ-free mice. **B** Animal experiment design from human to male germ-free C57BL/6J mouse stool transfer and sterile supernatant collection with stool collection pre and post-alcohol exposure with necropsy 18 h post-last alcohol exposure. A group of germ-free mice were also used as controls. *N* = 6–14 mice/group.

### Alcohol intake and preference reflected the clinical trial results and was not recapitulated with sterile supernatants

We included 28 male 10–15 week-old C57BL/6J GF mice obtained from the UNC National Gnotobiotic Rodent Resource Center, half of whom received the pooled pre-FMT stools by gavage on 3 consecutive days and the rest received pooled post-FMT stools (Fig. 1B) in the initial experiment. No obvious sickness behavior was noted, nor were body weights different between the groups.

In the subsequent experiment, we included 18 male 10–15 week-old GF C57BL/6J, six of whom remained GF without colonization, and six each were administered the pre-FMT and post-FMT supernatants by gavage respectively. Two of the post-FMT supernatant gavage mice were found to be sickly and on dissection were found to have gavage-related injury; they were excluded from the analysis.

Since the two experiments (Pre vs Post-FMT intact stool colonization) and supernatants (Pre vs Post-FMT vs GF controls) were done at separate times, we analyzed these separately.

On day 16 post-colonization, mice underwent two days of two-bottle choice drinking for 20% (v/v) ethanol vs. water. Ethanol intake and preference during the two days of access were significantly reduced in post-FMT mice(Fig. 2A). The main effect of treatment (intake: *F*_1,26_ = 8.814, *p* = 0.006 and preference: *F*_1,26_ = 7.876, *p* = 0.009) was found by two-way repeated-measures ANOVA, which showed a significantly lower intake and preference for alcohol in those colonized with post-FMT compared to pre-FMT. Initial ethanol acceptance was measured as ethanol intake at two hours and was also significantly lower in post-FMT mice as compared to pre-FMT mice (*p* = *t*-test *p* = 0.009, Fig. 2E). There was also a lower preference for alcohol in post-FMT vs pre-FMT mice that were colonized with stool over days 1 and 2, and there was a trend towards significance during the binge (Fig. 2E, F). Total liquid consumed by the mice (i.e. 20% ethanol and tap water) or body weight was not different between the groups for any measure (Tables S2, 3).

**Fig. 2:**
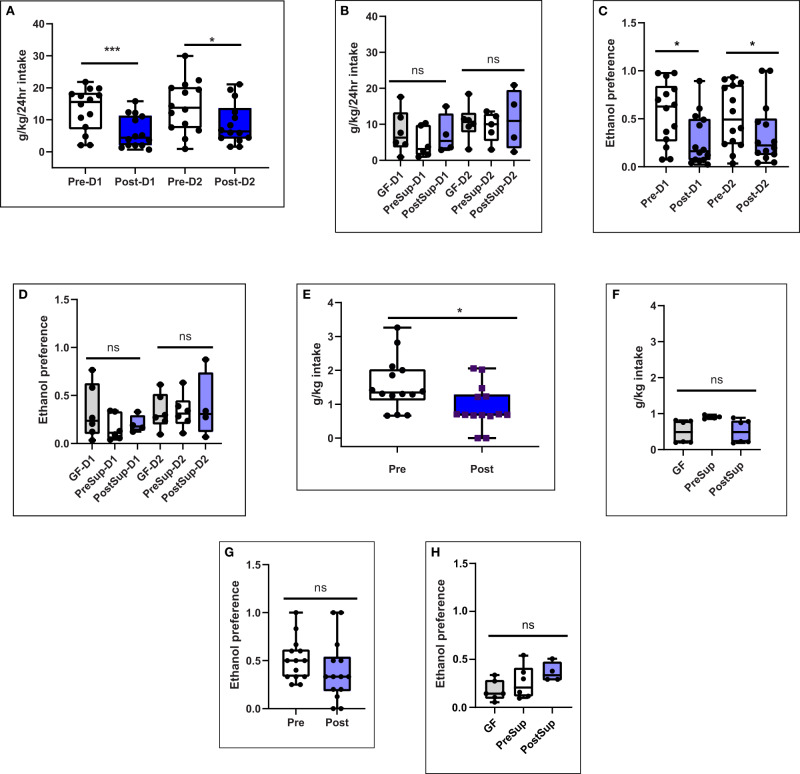
Alcohol Intake and preference is reduced in post-FMT male mice. **A**, **B** 24-hour two-bottle choice alcohol intake for 20% ethanol or water on days 1 and 2. **A** Pre and post-FMT stool colonized mice (D1 comparison *p* = 0.0058, D2 comparison *p* = 0.035) using one-sided Mann–Whitney tests, **B** Germ-free mice and those colonized using sterile supernatants from pre and post-FMT mice were not significantly different using using one-sided Kruskal–Wallis tests. **C** Pre and post-FMT stool colonized mice, **D** Germ-free mice and those colonized using sterile supernatants from pre and post-FMT mice. **E**–**H** Initial alcohol intake and preference measured during the 2-h initial binge on day 1. **E** Pre-FMT stool colonized mice had lower intake in the binge than post-FMT stool colonized mice (*p* = 0.03, Mann–Whitney test one-sided), **F** Germ-free mice and those colonized using sterile supernatants from pre and post-FMT mice were not significantly different on the binge, **G** Initial alcohol acceptance measured as a 2-h initial binge on day 1 was statistically similar across pre/post-FMT stool or H: between germ-free mice and those administered the supernatants.Pre Pre-FMT entire stool, Post Post-FMT entire stool, GF germ-free, PreSup GF supernatant Pre-FMT, PostSup GF supernatant Post-FMT, D1 day 1, D2 day 2. ***p < 0.001,*p < 0.05, NS not significant. Data presented as median, 95% CI (boxplot) with individual values and the entire range in the error bars. 14 mice per group for entire stool. 6 per group in GF, PreSup and 4 in PostSup experiments.

There were no differences in alcohol intake or preference in the mice colonized by pre-FMT sterile supernatant compared to post-FMT and GF controls (Fig. 2C, D, G, H).

### Favorable changes in intestinal milieu and barrier function were seen with post-FMT stool colonization

There was a significant increase in butyrate and isocaproate levels in the intestinal contents after FMT compared to pre-FMT (Fig. 3A–D). No changes were seen in the GF and supernatant-treated mice. No other change in SCFAs were seen (Table 1). Serum LBP levels were significantly lower post-FMT vs pre-FMT but no changes were seen when GF and the two supernatant groups were compared (Fig. 3E, F).

**Fig. 3:**
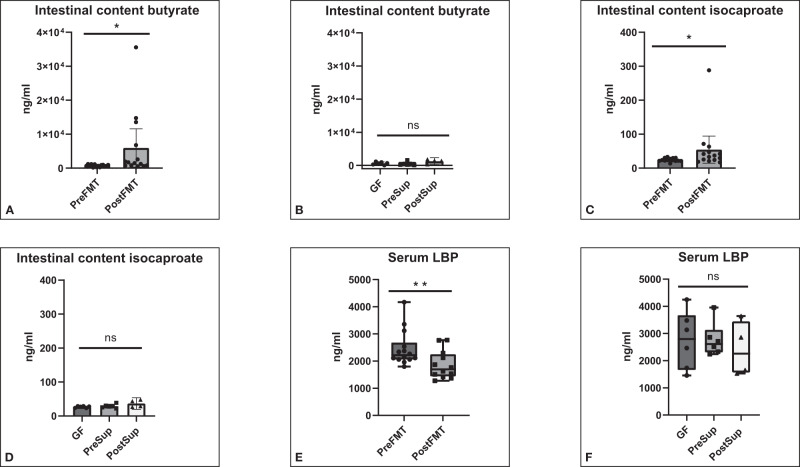
Intestinal contents SCFA (short-chain fatty acids) increased while serum LBP decreased with post-FMT stool colonization compared to pre-FMT. **A** Butyrate after colonization with entire stool, **B** Butyrate in germ-free mice and those colonized using sterile supernatants from pre and post-FMT mice. **C** Isocaproate after colonization with entire stool, **D** Isocaproate in germ-free mice and those colonized using sterile supernatants from pre and post-FMT mice. Data presented as mean and 95% CI (boxplot) with individual values and the entire range in the error bars. **E** Serum lipopolysaccharide binding protein (LBP) reduced after colonization with entire stool in post-FMT vs pre-FMT (*p* = 0.0074 Mann–Whitney test), **F** Serum LBP in germ-free mice and those colonized using sterile supernatants from pre and post-FMT mice (*p* = 0.88 Kruskal–Wallis test). Data presented as median and 95% CI (boxplot) and individual values and the entire range in the error bars. Pre Pre-FMT entire stool, Post Post-FMT entire stool, GF germ-free, PreSup GF supernatant Pre-FMT, PostSup GF supernatant Post-FMT, D1 day 1, D2 day 2. ***p < 0.001,*p < 0.05, NS not significant. 14 mice per group for entire stool. 6 per group in GF, PreSup and 4 in PostSup experiments.

**Table 1:** Intestinal content SCFA analysis

Ng/ml	Pre and post FMT intact stool			GF and sterile supernatant experiment			
	Pre FMT	Post FMT	*P* value	GF	Pre Sup	Post Sup	*P* value
Acetate	9630 (7730)	10,655 (19,629)	0.96	17,578 (20,810)	14,196 (14,507)	8553 (49,582)	0.65
Propionate	644 (770)	643 (3636)	0.43	797 (1458)	239 (1665)	308 (2298)	0.65
Butyrate	802 (485)	1357 (2660)	0.02	348 (798)	246 (822)	409 (1432)	0.60
Isobutyrate	59.2 (57.0)	60.6 (118.0)	0.73	18.7 (157.4)	56.2 (38.5)	45.2 (44.3)	0.33
Isocaproate	23.5 (8.5)	38.9 (18.1)	0.03	27.85 (5.53)	29.00 (10.75)	28.90 (18.65)	0.50

Data presented as median (IQR); Mann–Whitney and Kruskal–Wallis analysis were performed.

### Post-FMT mice had altered fecal microbiota which reflected changes seen in Post-FMT humans

The analyses shown in Fig. 4A show that diversity of stool microbiota was lower in pre-FMT versus post-FMT mice before and after alcohol drinking and the extent of this reduction after 48 h of ethanol access was higher in the pre-FMT mouse group. None of the GF mice or those that received GF supernatants had microbial growth as expected. Comparison of Lachnospiraceae and Ruminococcaceae genera showed good engraftment compared to pre- and post-FMT donors and recipients (Fig. 4B, C).

**Fig. 4:**
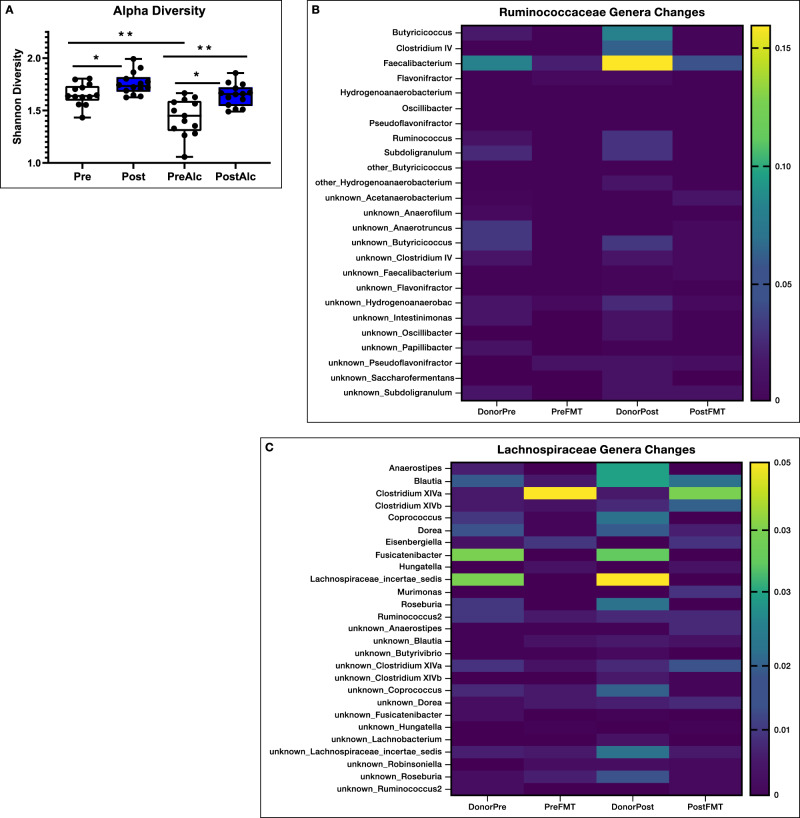
Stool microbial diversity and transmission of Lachnospiraceae and Ruminococcaceae constituents. **A** Shannon diversity index of stool microbiota showed lower alpha-diversity in pre-FMT versus post-FMT even before alcohol exposure. Alcohol exposure further worsened this in both groups. Pre Pre-FMT but not exposed to alcohol, Post Post-FMT but not exposed to alcohol, PreAlc Pre-FMT after alcohol exposure, PostAlc Post-FMT after alcohol exposure, **p < 0.01, *p < 0.05, Mann–Whitney for unpaired and Wilcoxon signed rank test for paired analyses (before/after alcohol) one-sided. There were 14 mice per group. Data presented as median, 95% CI (boxplot) with individual values and the entire range in the error bars. **B** Ruminococcaceae and **C** Lachnospiraceae genera heatmap of average relative abundance from human donors pre and post to GF mice. DonorPre: combined stools from patients with cirrhosis who were actively drinking that were collected before the FMT from a healthy human, DonorPost combined stools from the same patients with cirrhosis in DonorPre collected 15 days after the FMT from a healthy human, Pre-FMT stools from germ-free mice colonized with stools from DonorPre, Post-FMT stools from germ-free mice colonized with stools from DonorPost. Higher relative abundance of several genera belonging to Ruminococcaceae and Lachnospiraceae in DonorPost vs DonorPre, which was reflected in their respective mouse recipients.

Before alcohol preference analyses showed that Pre-FMT mice were enriched in Proteobacteria genera such as *Escherichia_Shigella, Raoultella*, *Citrobacter* as well as *Phascolarcobacterium* and *Peptococcus* and had a lower abundance of *Faecalibacterium*, *Fusobacterium, Desulfovibrio, Sutterella* and *Murimonas* versus post-FMT mice (Fig. 5A). There was a significant separation on PERMANOVA (Fig. 5B).

**Fig. 5:**
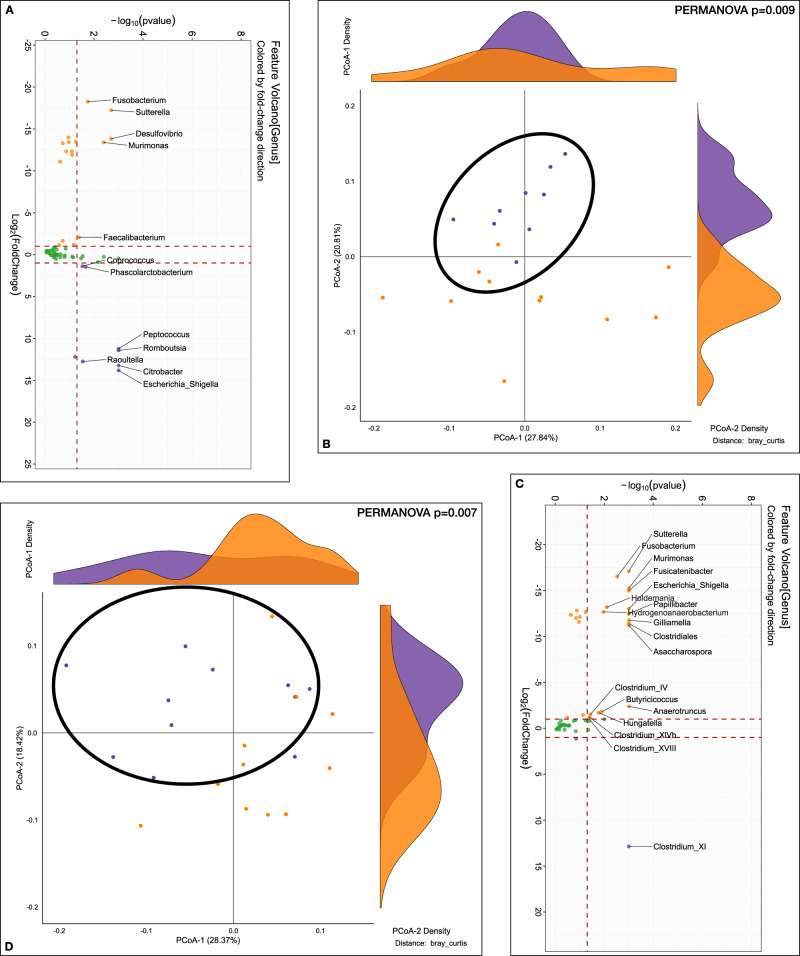
Stool microbiota analyses before and after alcohol preference experiment. **A**, **B** Comparison between mouse recipients’ fecal samples at genus level before alcohol exposuret, Purple: Pre-FMT, Orange: Post-FMT. A log2fold changes Volcano plotted against the log10 *p* value differences between the pre-FMT (purple) and post-FMT (orange). B β-diversity analysis using Bray-Curtis distance on PCoA showing significant separation between groups (PERMANOVA, *p* = 0.009). **C**, **D** Comparison between mouse recipients’ fecal samples at genus level after alcohol preference experiment, Purple: Pre-FMT, Orange: Post-FMT. **C** log2fold changes Volcano plotted against the log10 *p* value differences showing greater abundance of genera post-FMT (orange). **D** β-diversity analysis using Bray-Curtis distance on PCoA showing significant separation between groups (PERMANOVA, *p* = 0.007).

After alcohol drinking, the significant difference in PERMANOVA beta-diversity was again seen (Fig. 5C). These mice also had lower alpha-diversity. Post-alcohol, the post-FMT group showed higher abundance of *Sutterella*, *Fusobacterium, Murimonas*, and several genera that are SCFA producers and members of Lachnospiraceae and Ruminococcaceae (Fig. 5D).

Within the pre-FMT group, after alcohol intake, there was a significant reduction in the abundance of genera belonging to Lachnospiraceae (*Coprococcus)* and Ruminococcaceae (*Subdoligranulum, Anaerofilum, Anaerobacterium, Anaerotruncus)* as well as Proteobacteria (Fig. 6A orange dots). There was, however, still a higher *Odoribacter*, *Hungatella,* and *Ruminococcus* increase post-drinking compared to baseline. Post-alcohol group of mice had greater separation on PERMANOVA compared to pre-alcohol (Fig. 6B).

**Fig. 6:**
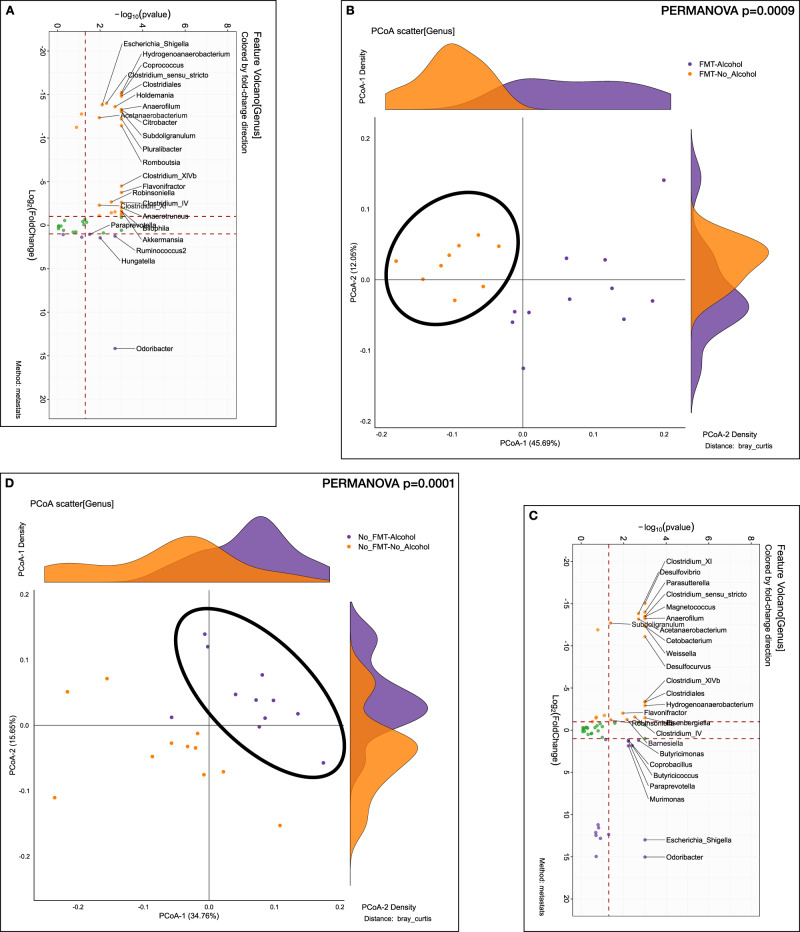
Stool microbiota analyses within the Pre-FMT and within the Post-FMT group before/after alcohol preference. **A**, **B** Comparison between mouse recipients’ fecal samples at the genus level before/after alcohol preference experiment within Pre-FMT. Purple: After alcohol, Orange: Before alcohol. **A** log2fold changes Volcano plotted against the log10 *p* value differences between the before alcohol (orange) and after alcohol (purple). **B** β-diversity analysis using Bray-Curtis distance on PCoA showing significant separation before/after alcohol preference (PERMANOVA, *p* = 0.0009). **C**, **D** Comparison between mouse recipients’ fecal samples at genus level before/after alcohol preference experiment within Post-FMT. Purple: After alcohol, Orange: Before alcohol. **C** log2fold changes Volcano plotted against the log10 *p* value differences between the before alcohol (orange) and after alcohol (purple). **D** β-diversity analysis using Bray-Curtis distance on PCoA showing significant separation before/after alcohol preference (PERMANOVA, *p* = 0.0001).

Within the post-FMT group, after 48 h of alcohol access, there was a reduction in several Lachnospiraceae and Ruminococcaceae genera as well as sulfur-reducing bacteria (Desulfovibrio, Desulfocurvus), while an increase in other Proteobacterial spp and other species belonging to *Odoribacter, Coprobacillus, Butyricicoccus*, and *Murimonas* were identified (Fig. 6C). PERMANOVA again showed a major separation before/after alcohol drinking (Fig. 6D).

### Specific microbial genera were linked with alcohol intake and preference

In the Pre-FMT colonized mice, correlation networks at the genus level showed a positive linkage of *Faecalibacterium*, *Odoribacter* and *Butyricimonas* with day 1 alcohol preference and intake and negative linkage with *Pseudoflavonifactor* (Fig. 7A). *Allobaculum* was positively linked with 2-h intake and negatively with *Pseudoflavonifactor*.

**Fig. 7:**
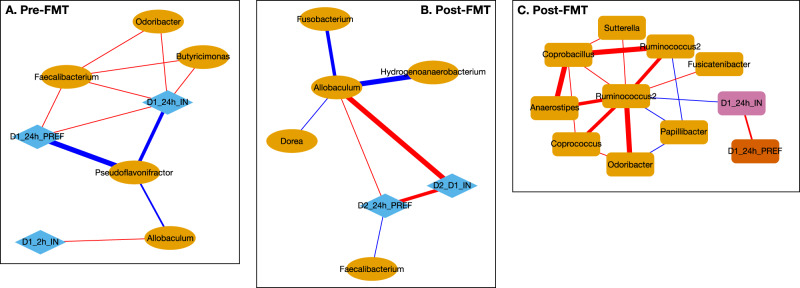
Correlation networks between alcohol intake and preference and stool microbial genera. Red Edge: positive, Blue Edge: negative correlation, D1_2hI_IN: binge intake day 1, D1_24h_PREF: 24 h preference day 1, D1_24h_IN: day 1 intake, D2_24h_PREF: 24 h preference day 2, D2_D1_IN: total intake, Pink nodes are microbial genera. Pre-FMT are mice colonized with stool from donors before FMT, while post-FMT are the separate group of mice colonized with stool from donors after healthy human FMT. **A** Pre-FMT stool colonized mice correlation network with *Faecalibacterium* and Day 1 preference and intake. **B** Post- FMT stool colonized mice network with *Faecalibacterium* and *Allobaculum* for Day 2 intake and preference. **C** Post-FMT network with *Ruminococcus* Day 1 preference and intake.

In Post-FMT colonized mice, *Allobaculum* was positively linked with day 2 intake and preference, while *Faecalibacterium* was negatively linked with these activities. *Ruminococcus* spp were negatively linked with day 1 intake and preference and with *Papillibacter* and positively associated with other potential SCFA-producing taxa and with *Sutterella* (Fig. 7B, C).

Correlation network differences showed that *Faecalibacterium* correlation shifted from positive in pre-FMT to negative post-FMT with respect to day 1 and 2 alcohol intake (Fig. 8). A similar profile change was seen with *Odoribacter* and *Allobaculum* genera. *Pseudoflavonifactor* was negatively associated with day 1 alcohol intake, but this reduced in intensity in the post-FMT group.

**Fig. 8:**
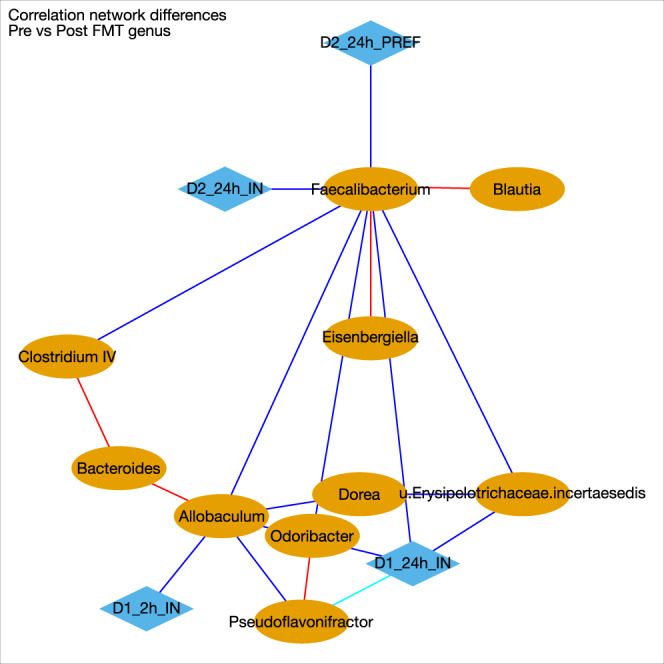
Correlation Differences in mice after colonization. Blue: shift from positive to negative (Pre-FMT to post-FMT), Red: shift negative to positive(Pre-FMT to post-FMT), Cyan: loss in negative correlation from Pre-FMT to post-FMT, which means post-FMT the negative correlation between the 2 nodes that was present pre-FMT is now not present. Pink nodes are microbial genera. D1_2hI_IN: binge intake day 1, D1_24h_IN: 24 hour preference day 1, D2_24h_IN: day 2 intake, D2_24h_PREF: 24 h preference day 2, Pink nodes are microbial genera.

### Small intestine, rather than liver or prefrontal cortex had higher differentially expressed genes on RNA-Seq in post-FMT colonized mice

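RNA-Seq was run on the small intestinal mucosa, the prefrontal cortex (PFC) and the liver of male C57BL/6J germ-free mice that had been colonized with pooled human stool collected before (pre-FMT) or after (post-FMT) a fecal microbiota transplant (FMT). The mice had 48 h of access to 20% ethanol beside water, and tissue was taken 18 h after the last ethanol. The study sequenced the 6 highest drinkers of the pre-FMT group and the 6 lowest drinkers of the post-FMT group, so the groups differed in alcohol intake as well as in the stool received. The authors aligned the reads to the mouse genome (GRCm39) with STAR and counted them on genes with HTSeq, without regard to strand. The values deposited are whole-number counts for 40840 genes in each of 36 libraries, without normalization. The counts on genes ran from 15176014 to 34519904 per library, with a median of 18448606.5. In the intestine they lay between 18317216 and 34519904 in the post-FMT group (median 21522889.5) and between 19170650 and 22818029 in the pre-FMT group (median 21023333). The PFC libraries held 16395792 to 19538906 counts in the post-FMT group (median 18125590.5) and 15637460 to 20899367 in the pre-FMT group (median 17449813.5). The liver libraries held 15176014 to 19700991 (median 16750590) and 15389532 to 18665159 (median 15852197) in the same order. Between 17931 and 23572 genes had at least 1 count. Of the reads that HTSeq placed on a gene, outside any gene or on more than 1 gene, 6.54% to 13.1% lay outside any gene in 35 of the libraries. Those on more than 1 gene made up 2.66% to 3.58%. The same summary of intestine pre-FMT replicate 9 is not used here.
Each tissue was tested on its own, as in the study. Genes with at least 10 counts in at least 10 of the 12 libraries were kept, which is the reading taken here of the study's rule against genes with fewer than 10 counts in more than 2 samples. Counts were normalized by edgeR's TMM method and the post-FMT group was compared with the pre-FMT group by edgeR's quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment over the genes of the tissue. Genes with an adjusted p of 0.2 or less, the study's threshold, are called differentially expressed genes (DEGs). DESeq2, the tool of the study, served as an alternative. Log2 fold changes are post-FMT minus pre-FMT, levels are CPM, counts scaled to a common library size after TMM normalization, and n counts libraries. Exact permutation tests were two-sided, used log2 CPM with 2 counts added, and covered all 924 splits of 12 libraries into 6 and 6. Gene positions come from a GENCODE annotation of GRCm39, since the paper's text does not name the annotation behind the counts. No sample label links the tissues of one mouse, so the tissues were treated as independent.
Some libraries resembled each other beyond their group. Intestine post-FMT replicates 1 and 2 differed by more than 2-fold in 8 of 8752 abundant genes, against 20 to 1582 genes for the other 65 pairs of intestine libraries. Liver post-FMT replicate 25 and liver pre-FMT replicate 35 did so in 4 of 7484 genes, against 19 to 434 for the other 65 pairs. The counts of each pair differed by more than sampling noise, which does not show that they come from separate mice. All 36 libraries were kept as the separate replicates that the sample labels give, and the p-values rest on that. Each group received a single pool of stool, and by the paper's methods mice given different stool did not share cages during colonization. The p-values therefore cannot separate an effect of the FMT from one of the pool or of the cages.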

To understand the signaling changes following colonization and brief ethanol drinking sessions, we performed RNA-Seq analysis on the PFC, liver, and small intestine of 6 pre-FMT and 6 post-FMT mice (GSE205303). As expected, the intestine showed the majority of the differentially expressed genes (DEGs). 

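In the intestine, 7 of the 14142 genes tested had an adjusted p of 0.2 or less. The same threshold was passed by 21 of 15780 genes in the PFC and by 0 of 12487 in the liver. Without adjustment, p was under 0.05 for 2003 genes in the intestine, 14.2% of those tested, where chance alone gives 707. The corresponding counts were 1199 genes in the PFC (7.60%, with 789 by chance) and 841 in the liver (6.74%, with 624 by chance). The 6 post-FMT libraries lay entirely above or entirely below the 6 pre-FMT libraries for 0.919% of the genes in the intestine, 0.279% in the PFC and 0.224% in the liver, and chance gives 0.216%. Replicates varied more in the intestine, with a biological coefficient of variation of 0.258, than in the liver (0.215) or the PFC (0.0598). Whether the group difference itself differed between tissues was tested with an interaction term in edgeR's quasi-likelihood test. It passed the threshold for 3 of the 11440 genes tested in both the intestine and the liver, and for 34 of the 12270 tested in both the intestine and the PFC. Depth was set equal by thinning every library to 15176014 counts, after which DESeq2 gave 788 DEGs in the intestine, 24 in the PFC and 51 in the liver. Without thinning, DESeq2 gave 885, 41 and 52. Leaving out 1 library, intestine pre-FMT replicate 9, moved the edgeR count of the intestine furthest, to 5926 DEGs.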

DESeq2 analysis revealed that 843 genes were differentially expressed at FDR < 0.2 in the intestinal mucosa of pre-FMT versus post-FMT mice (Fig. 9A and Supplemental Data File 1). 

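The DEGs of the intestine were H2-DMb1, H2-Aa, H2-Eb1, H2-DMa, H2-Ab1, Cd74 and Rab19, each higher in the post-FMT group. The smallest adjusted p was 0.00418, and 6 of the genes were also past an adjusted p of 0.05. Supplementary Data 1 of the paper lists 844 intestinal genes, 440 of them higher and 404 lower in the post-FMT group by the paper's fold changes. Of these, 837 were among the genes tested here, and all 837 changed in the direction that the supplement gives. Their unadjusted p was under 0.05 for 835, and their adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment had a median of 0.329 and reached at most 0.388. The supplement's list was drawn from these same libraries, so the shared direction and the low unadjusted p are not independent evidence. DESeq2 on the same genes called 827 of the listed genes. Limma-voom with sample quality weights called 803 of them among 4620 DEGs, and edgeR with 1 surrogate variable 834 among 2829. The count depended on single libraries. It was 260 without intestine post-FMT replicate 4 and 17 without post-FMT replicate 6, and it stayed between 6 and 10 in 9 of the 12 fits that each left out 1 library. DESeq2 with 1 library left out, chosen after seeing the data, gave from 125 DEGs without post-FMT replicate 2 to 6272 without pre-FMT replicate 9.

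**Figure D1:**
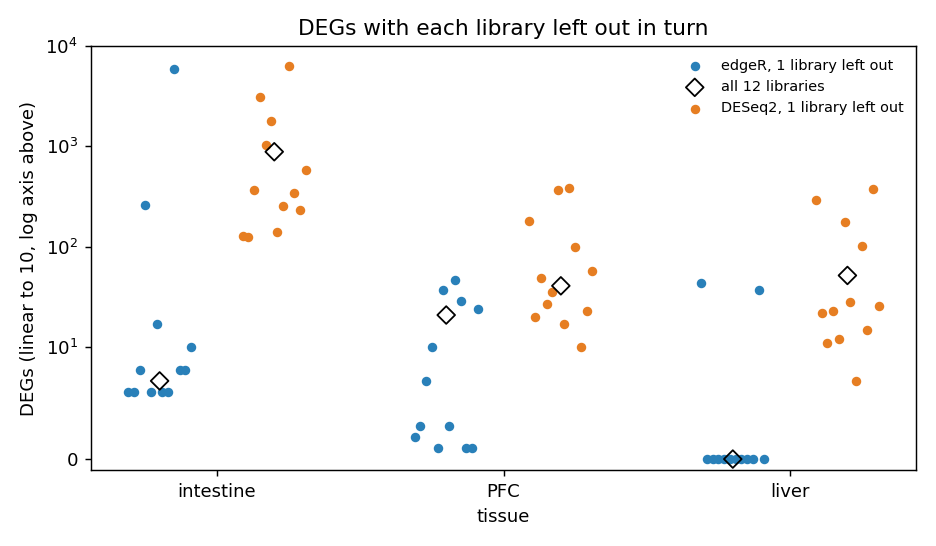
Number of DEGs in each tissue (vertical axis, linear up to 10 and logarithmic above) when 1 of the 12 libraries was left out, with one point per fit for edgeR and for DESeq2, and the count from all 12 libraries as an open diamond. The highest point of the intestine under each tool is the fit without pre-FMT replicate 9.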

To further characterize the molecular functions and biological processes of these DEGs, we performed and Gene Ontology and KEGG pathway analysis using DAVID and Revigo to reduce the complexity and redundancy of each of the GO categories using semantic language processing (Supplementary Table 4)^15^. QIAGEN Ingenuity pathway analysis (IPA; QIAGEN Inc., https://digitalinsights.qiagen.com/IPA) was used to identify upstream regulators of these DEGs and canonical pathways overrepresented in this dataset^16^. A number of cellular processes were altered in the small intestine, including immune response, stress response, bile acid signaling, sphingolipid metabolism, epithelial cell renewal, and fibrotic response. 

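Fig. 9B of the paper arranges 40 intestinal genes in 4 groups named stress, lipids, fibrosis and barrier. All 40 were tested here. Of these, 5 were DEGs over all genes tested, while 40 passed when adjusted over the list alone, which is not independent evidence since the study chose the list on these samples. The 7 barrier genes, H2-DMb1, H2-Aa, H2-Ab1, H2-Eb1, Ciita, Muc2 and Cdx2, were all higher in the post-FMT group. Their median log2 fold change of 1.22 was that of H2-Eb1. The 4 DEGs among them are class II antigen presentation genes, while Muc2 and Cdx2 rose by 0.43 and 0.48. Values of the barrier group therefore rest largely on the class II genes. The 16 genes of the fibrosis group were all lower, with a median of -0.63. In the stress group 8 of the 11 genes were higher and the median was 0.62, and in the lipids group 3 of the 6 were higher and the median was -0.16. Limma's camera test with a preset correlation of 0.01 gave a two-sided p of 3.52e-26 for the barrier group, 3.23e-14 for the fibrosis group, 0.000111 for the stress group and 0.871 for the lipids group. The first 3 groups also had a p under 0.05 in limma's fry test (6.37e-06, 0.00358 and 8.18e-05) and in camera with an estimated correlation (2.55e-05, 0.0224 and 0.00230). A small median in the lipids group reflects members that moved both ways: Nr0b2, Acer2 and S1pr2 were lower, while Fabp2, Acer1 and Sphk2 were higher.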

As shown in Fig. 9B and Figs. S1 and S2, the key genes related to antigen presentation and antibody production, such as *Cd74*, H-2 class II histocompatibility antigen, A beta 1 chain (*H2-Ab1*), M beta 1 chain (*H2-Dmb1*), A antigen (*H2-Aa*), E-beta 1 chain (*H2-Eb1*) and *Cd6* (the T-cell differentiation antigen), were significantly higher in the post-FMT group compared to the pre-PMT group. 

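The class II antigen presentation genes lie together on chromosome 17 of GRCm39, H2-DMb1 from 34372046 to 34379204, H2-Ab1 from 34476663 to 34488393, H2-Aa from 34493404 to 34506798 and H2-Eb1 from 34504236 to 34535648. Cd74, which encodes the invariant chain, lies on chromosome 18 from 60936899 to 60945731. The level of H2-DMb1 was 62.9 ± 19.0 CPM (SD, n = 6 libraries) in the post-FMT group and 18.2 ± 3.35 CPM (SD, n = 6) in the pre-FMT group. Its log2 fold change was 1.79 with a standard error of 0.19. H2-Aa rose from 130 ± 16.2 to 436 ± 157 CPM, a log2 fold change of 1.75 (standard error 0.21). For H2-Ab1 the levels were 266 ± 85.6 and 703 ± 160 CPM, and the log2 fold change was 1.40 (standard error 0.21). H2-Eb1 went from 144 ± 17.4 to 334 ± 74.4 CPM, or 1.22 on the log2 scale (standard error 0.15). Cd74 was the most abundant, with 294 ± 67.8 CPM in the pre-FMT and 826 ± 269 CPM in the post-FMT group and a log2 fold change of 1.49 (standard error 0.23). The adjusted p of H2-Aa and H2-Eb1 was 0.00626, that of H2-Ab1 0.0390 and that of Cd74 0.0408 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For each of these 5 genes every post-FMT library was above every pre-FMT library (exact permutation test, p = 0.0022, the smallest that 6 libraries against 6 allow). All 5 also stayed DEGs in each fit that left out 1 library. H2-DMa, from the same region of chromosome 17, rose by a log2 fold change of 1.06 (standard error 0.14).
Cd6, on chromosome 19 from 10766705 to 10807422, had few counts, between 14 and 60 per post-FMT library and between 11 and 23 per pre-FMT library. Its level was 1.70 ± 0.548 CPM against 0.869 ± 0.314 CPM. The log2 fold change of 0.98 had a standard error of 0.31, and its adjusted p of 0.329 from edgeR's quasi-likelihood test did not pass the threshold. The groups overlapped for Cd6 (exact permutation test, p = 0.0173). DESeq2 gave it an adjusted p of 0.110.

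**Figure D2:**
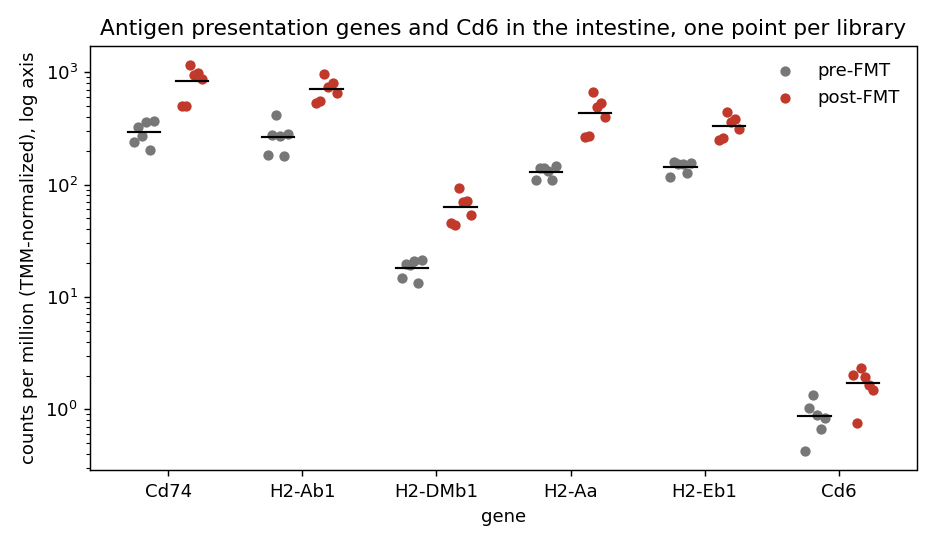
TMM-normalized CPM (log axis) of the 5 antigen presentation genes and Cd6 in the intestine, one point per library, with the mean of each group of 6 libraries as a line. The points of the post-FMT group lie above those of the pre-FMT group for each gene but Cd6.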

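The fibrosis group of Fig. 9B holds 8 collagen genes of the intestine, namely Col1a1, Col3a1, Col6a1, Col6a2, Col6a3, Col6a4, Col13a1 and Col18a1, with the platelet-derived growth factor receptors Pdgfra and Pdgfrb and the cell cycle genes Cdk6 and Cdc6 among the others. Col3a1, on chromosome 1 from 45350698 to 45395840, was the most abundant of the collagens, with 65.3 ± 17.8 CPM (SD, n = 6 libraries) in the post-FMT group and 95.8 ± 22.4 CPM (SD, n = 6) in the pre-FMT group. Its log2 fold change was -0.55 with a standard error of 0.20. Among the collagens the log2 fold change ran from -0.89 for Col1a1 (standard error 0.34) to -0.40 for Col6a4 (standard error 0.13). Pdgfra, on chromosome 5 from 75311994 to 75358876, fell from 25.0 ± 3.49 to 16.0 ± 4.10 CPM, a log2 fold change of -0.64. Pdgfrb, on chromosome 18 from 61178212 to 61218133, had a log2 fold change of -0.42 (standard error 0.14). Cdk6 and Cdc6 changed by -0.74 (standard error 0.26) and -0.37 (standard error 0.14). Of these 12 genes, 0 were DEGs, each with an adjusted p of 0.329 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and all 12 had an unadjusted p under 0.05. In exact permutation tests the p of single genes ran from 0.00433 for Pdgfra to 0.0498 for Col1a1. DESeq2 called all of them, with adjusted p from 0.0417 for Pdgfra to 0.181 for Col1a1. In edgeR, leaving out intestine pre-FMT replicate 9 brought their adjusted p below the threshold, for example to 0.0395 for Pdgfra. That library was the lowest of the pre-FMT group for Col1a1, Col3a1, Col6a1, Col6a2 and Cdk6, and it had a log2 CPM of 3.17 for Col1a1 where the other pre-FMT libraries had 4.45 to 4.98. Marker genes of stromal cells were lower in the post-FMT group as well, by -0.56 on the log2 scale (exact permutation test, p = 0.0996). With their score as a covariate, an alternative chosen after the values were seen, the median log2 fold change of the whole fibrosis group was -0.33.

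**Figure D3:**
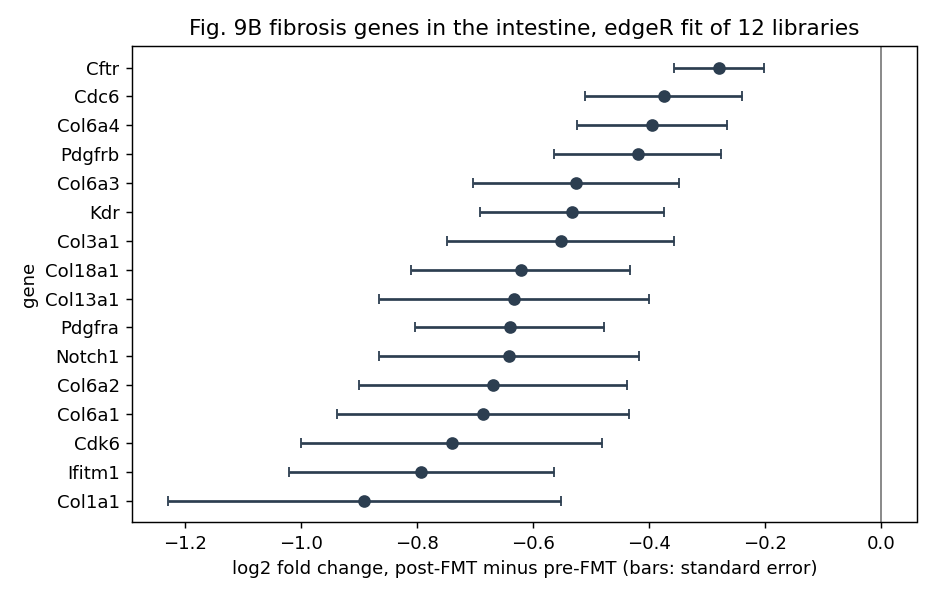
Log2 fold change (horizontal axis, post-FMT minus pre-FMT) of the 16 genes of the Fig. 9B fibrosis group in the intestine, with the standard error as bars, from the edgeR fit of 12 libraries. All 16 points lie below 0.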

Genes related to fibroblast activation and intestine fibrosis, such as collagens, *Pdgfra, Pdgfrb, Cdk6*, and *Cdc6*, were significantly downregulated in the post-FMT group compared to the pre-PMT group. The expression levels of mucin 2 (*Muc2*) and caudal-type homeobox 2 (*Cdx2*), which are involved in intestinal barrier function, were also higher in the post-FMT group compared to the pre-FMT group. 

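Muc2, on chromosome 7 from 141276583 to 141308430, was among the abundant genes of the intestine, with 1763 ± 193 CPM (SD, n = 6 libraries) in the post-FMT group and 1305 ± 276 CPM (SD, n = 6) in the pre-FMT group. The log2 fold change was 0.43 (standard error 0.16, exact permutation test, p = 0.00649). Cdx2, on chromosome 5 from 147237615 to 147244091, had 338 ± 68.7 against 242 ± 33.4 CPM, a log2 fold change of 0.48 (standard error 0.14, exact permutation test, p = 0.0108). Neither passed the threshold over all genes tested, since both had an adjusted p of 0.329 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With DESeq2 both did, with an adjusted p of 0.122 for Muc2 and 0.0799 for Cdx2. Leaving out intestine pre-FMT replicate 9 lowered their adjusted p in edgeR to 0.0756 and 0.0719. The score of goblet cell markers was higher in the post-FMT group as well, by 0.25 on the log2 scale (exact permutation test, p = 0.0152 and 0.0720 after Benjamini-Hochberg adjustment over the 19 marker lists of the intestine), and with that score as a covariate the log2 fold change of Muc2 was 0.17. From the higher expression of Cdx2 and Muc2, the paper concludes that the gut microbiome plays a critical role in regulating intestinal mucosal homeostasis.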

*Cdx2* is an intestinal-specific transcription factor and plays a critical role in regulating intestinal barrier function. 

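Canx, which encodes calnexin and lies on chromosome 11 from 50183939 to 50216529, had 491 ± 36.9 CPM (SD, n = 6 libraries) in the post-FMT intestine and 417 ± 45.2 CPM (SD, n = 6) in the pre-FMT intestine. Its log2 fold change of 0.24 had a standard error of 0.10 and an adjusted p of 0.339 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, so it was not a DEG. The exact permutation test of this gene alone gave p = 0.0108. DESeq2 placed it past the threshold with an adjusted p of 0.144, as did edgeR without intestine pre-FMT replicate 9, with 0.127. The log2 fold change stayed between 0.18 and 0.27 with each library left out in turn.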

The expression of calnexin (*Canx*), an important player in regulating endoplasmic reticulum (ER) calcium homeostasis and protein folding, was also upregulated in the post-FMT group. The expression levels of metallothionein (*Mt1* and *Mt2*) were upregulated in the post-FMT group. In addition, the expression levels of small heterodimer partner (*Shp* or *Nrob2*) and sphingosine-1 phosphate receptor 2 (*S1pr2*) were reduced, but the expression of sphingosine kinase 2 (*Sphk2*) was upregulated in the post-FMT group.

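Mt2 and Mt1 are neighbors on chromosome 8, from 94898819 to 94900207 and from 94905710 to 94906955. The level of Mt1 in the intestine was 124 ± 65.1 CPM (SD, n = 6 libraries) in the post-FMT and 64.9 ± 17.2 CPM (SD, n = 6) in the pre-FMT group. Mt2 had 35.2 ± 23.6 against 9.88 ± 4.88 CPM. The post-FMT libraries spread widely, from 155 to 1810 counts for Mt2. Log2 fold changes were 0.93 for Mt1 (standard error 0.31) and 1.83 for Mt2 (standard error 0.49). Both had an adjusted p of 0.329 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Exact permutation tests gave p = 0.0584 for Mt1 and p = 0.0281 for Mt2. In DESeq2 the adjusted p was 0.127 for Mt1 and 0.0243 for Mt2, and without intestine pre-FMT replicate 9 it was 0.0992 and 0.0630 in edgeR. Over the alternatives to the filter, the normalization and the test, the log2 fold change was as low as 0.41 for Mt1 and 1.02 for Mt2.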

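Nr0b2, the gene symbol for Shp, was close to the lower end of the genes tested, with 20 to 49 counts per post-FMT library and 40 to 95 per pre-FMT library. That corresponds to 1.50 ± 0.572 CPM (SD, n = 6 libraries) against 3.11 ± 0.985 CPM (SD, n = 6), a log2 fold change of -1.05 (standard error 0.29, exact permutation test, p = 0.00866). S1pr2, on chromosome 9 from 20873657 to 20914139, had 1.61 ± 0.384 against 2.49 ± 0.601 CPM, a log2 fold change of -0.63 (standard error 0.22, exact permutation test, p = 0.00433). Sphk2, on chromosome 7 from 45358891 to 45367426, rose from 94.9 ± 7.52 to 118 ± 18.2 CPM, a log2 fold change of 0.31 (standard error 0.10, exact permutation test, p = 0.0130). For all 3 genes the adjusted p was 0.329 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, over the threshold, and lower in DESeq2, with 0.0621 for Nr0b2, 0.160 for S1pr2 and 0.156 for Sphk2. Without intestine pre-FMT replicate 9 the edgeR values were 0.0691, 0.0748 and 0.0691. In each of the 12 fits that left out 1 library the 3 genes kept their direction.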

**Fig. 9:**
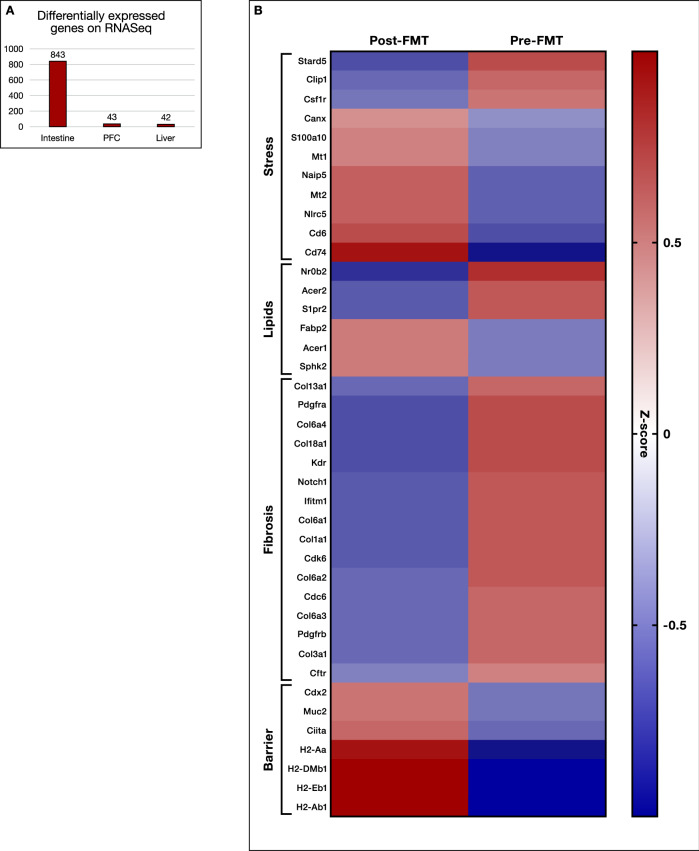
Differentially Expressed Genes (DEGs)on Tissue RNA-Seq. **A** Number of DEGs between pre and post-FMT mice were highest in small intestine compared to liver or prefrontal cortex (PFC). **B** Heatmap of relevant small intestinal genes differentially expressed between pre and post-FMT colonized mice exposed to alcohol arranged according to the functional group.

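The source data behind the heatmap of Fig. 9B give a value per library for 38 of its 40 genes, and all 38 rows equal the raw counts deposited for those genes. A heatmap of raw counts also carries the differences in library size. With TMM-normalized log2 CPM in place of counts, 0 of the 40 genes changed direction between the groups. The largest change in the mean scaled value of the post-FMT group was -0.32, for Cftr, from -0.44 to -0.76. The 5 genes of the heatmap that were DEGs over all genes tested were Cd74, H2-Ab1, H2-DMb1, H2-Aa and H2-Eb1. Naip5, a stress group gene on chromosome 13, was the only other gene of the heatmap whose groups did not overlap, with 651 ± 153 CPM (SD, n = 6 libraries) in the post-FMT and 423 ± 54.1 CPM (SD, n = 6) in the pre-FMT group (exact permutation test, p = 0.0022). Its log2 fold change of 0.62 had a standard error of 0.15.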

In the PFC, 43 DEGs were identified by DESeq2 analysis (Supplemental Data File 1). 

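In the PFC, 16 of the DEGs were higher and 5 lower in the post-FMT group. The largest change among the higher genes was that of Erdr1_1, with 28.8 ± 2.80 CPM (SD, n = 6 libraries) against 16.2 ± 3.99 CPM (SD, n = 6), a log2 fold change of 0.82 (standard error 0.11) and an adjusted p of 0.00110 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was the only gene past an adjusted p of 0.05. Erdr1_1 also had a higher mean log2 CPM in the post-FMT group in the intestine, by 0.61 (exact permutation test, p = 0.0216), and in the liver, by 0.70 (exact permutation test, p = 0.0325). Igfbp2 rose by 0.41 (standard error 0.08), Fabp7 by 0.63 (standard error 0.14), Hopx by 0.37 (standard error 0.07) and S100b by 0.19 (standard error 0.04). Arc and Fos, genes induced by neuronal activity, rose by 0.64 and 0.54, the former being the largest rise after Erdr1_1. Anpep had a log2 fold change of -0.52 (standard error 0.12), Etnppl -0.51 (standard error 0.10) and Ptprj -0.18. The adjusted p of the DEGs other than Erdr1_1 lay between 0.159 and 0.193. Rn7sk, an RNA without a poly(A) tail, had a log2 fold change of -2.11 (standard error 0.46) that rested on pre-FMT replicate 23, without which it was -1.33 with an adjusted p of 0.394. Its counts ran from 21 to 228 in the pre-FMT and from 9 to 35 in the post-FMT libraries.
Supplementary Data 1 of the paper lists 42 PFC genes, of which 41 were tested here. All 41 had the direction of the supplement, and 17 of them were DEGs, which is not independent evidence since the list comes from the same libraries. Arc, Fos, Fabp7 and Aqp4 were DEGs here and are not among those listed, and DESeq2 gave them an adjusted p of 0.318, 0.206, 0.274 and 0.326. Rpph1, also without a poly(A) tail, is listed but was not tested here, since it had 0 to 5 counts per post-FMT library and 5 to 79 per pre-FMT library. The number of DEGs was 1 without post-FMT replicate 17, pre-FMT replicate 22 or pre-FMT replicate 23, and 47 without pre-FMT replicate 20.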

Gene Ontology analysis revealed only a few over-represented categories that were largely associated with response to estradiol, actin filament network formation, and dendritic spines (Table S4). In the liver, 42 genes were differentially expressed between pre-FMT and post-FMT mice (Supplemental Data File 1). 

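In the liver the smallest adjusted p was 0.484, that of Inhba, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Supplementary Data 1 of the paper gives 26 liver genes as higher and 16 as lower in the post-FMT group. Of these 42 genes 38 were tested here, all 38 in the direction of the supplement and with an unadjusted p under 0.05, and their adjusted p was at most 0.673. DESeq2 called all 38. Neither result is independent evidence, since the supplement's liver list comes from the same libraries. Cyp2a22, which the supplement lists with a fold change over 2, had 0.695 ± 0.430 CPM (SD, n = 6 libraries) in the post-FMT and 1.96 ± 0.804 CPM (SD, n = 6) in the pre-FMT group. Its log2 fold change was -1.47 with a standard error of 0.38, on 3 to 25 counts per post-FMT library. Mpp4, with 18 to 65 counts per post-FMT library against 11 to 20, rose by a log2 fold change of 1.31 (standard error 0.34). Gm30107 rose by 1.10 (standard error 0.28). Gm29797, Gm30073, Gm46650 and Ube2c, which the supplement also lists with a fold change over 2, fell below the count minimum. The number of DEGs in the liver was 44 without post-FMT replicate 25, 37 without pre-FMT replicate 35, and 0 in each of the 10 other fits that left out 1 library. With both of these libraries left out, an alternative chosen after their likeness was seen, 188 genes passed the threshold, 36 of them among the genes the supplement lists.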

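No gene was a DEG in both the liver and the intestine, or in both the liver and the PFC, with 0 DEGs in the liver, where 841 genes had an unadjusted p under 0.05. The PFC and the intestine shared 0 DEGs, where 0.00733 are expected by chance. Supplementary Data 1 of the paper lists Dhx37, H2bc4 and Rusc2 for both the liver and the intestine, and Anpep and Erdr1_1 for both the PFC and the intestine. Dhx37, on chromosome 5 from 125489514 to 125511245, moved in opposite directions, with a log2 fold change of 0.34 (standard error 0.08) in the liver and -0.49 (standard error 0.14) in the intestine, and it was among the genes past the threshold of the interaction between these tissues. H2bc4, on chromosome 13 from 23867631 to 23878163, was higher in the post-FMT group in both, by 0.33 (standard error 0.08) in the liver and 0.53 (standard error 0.17) in the intestine. Rusc2, on chromosome 4 from 43381979 to 43427088, was lower in both, with log2 fold changes of -0.47 (standard error 0.11) and -0.73 (standard error 0.27). In the PFC the changes were close to their standard errors, with -0.04 for Dhx37 (standard error 0.06), 0.07 for H2bc4 (standard error 0.07) and -0.03 for Rusc2 (standard error 0.04). The adjusted p of the 3 genes in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.329 in the intestine, and in the liver 0.673 for Dhx37 and H2bc4 and 0.640 for Rusc2. DESeq2 gave 5 genes called in both the liver and the intestine and 2 in both the PFC and the intestine.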

Only three were also in common in the intestine dataset, none were in common in the PFC. DEG changes in the liver were mainly associated with ciliary neurotrophic factor receptor activity, TGF-β activity and cytokine-cytokine receptor interaction (Table S4).

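The liver genes of Supplementary Data 1 include Lifr and Il6ra, which encode receptors of the cytokine family of ciliary neurotrophic factor and interleukin-6, and Inhba and Inhbc, which encode members of the TGF-β family. The first pair and Inhbc were chosen for these terms after their values were seen. Inhba, on chromosome 13 from 16186373 to 16206206, had 19.2 ± 7.02 CPM (SD, n = 6 libraries) in the post-FMT and 8.86 ± 2.63 CPM (SD, n = 6) in the pre-FMT group, a log2 fold change of 1.11 (standard error 0.24, exact permutation test, p = 0.00649). Lifr, on chromosome 15 from 7120095 to 7226970, had 672 ± 260 against 358 ± 67.8 CPM, a log2 fold change of 0.91 (standard error 0.25, exact permutation test, p = 0.0325). Inhbc rose by 0.48 (standard error 0.12), from 48.9 ± 8.02 to 68.4 ± 10.5 CPM. Il6ra, on chromosome 3 from 89771366 to 89820719, was lower in the post-FMT group, with 47.7 ± 13.1 against 71.2 ± 10.7 CPM and a log2 fold change of -0.58 (standard error 0.16, exact permutation test, p = 0.0152). None of these 4 genes passed the threshold, and the adjusted p of Lifr, Inhbc and Il6ra was 0.673 in edgeR's quasi-likelihood test. The gene ontology test behind the categories, which the paper ran with DAVID, was not repeated here. From the genes altered in the liver the paper proposes an inflammatory response that was attenuated after FMT.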

## Discussion

We found that FMT-related decrease in alcohol preference and intake that were found in patients with cirrhosis were transmissible to germ-free mice through intact stool but not using sterile supernatants. Microbial taxa that were higher in post-FMT donors were also associated with lower alcohol intake and preference in the mice.

There is increasing evidence that altered gut-liver-brain axis in AUD can modulate the development of liver dysfunction, cognitive impairment, and immune dysfunction^17,18^. In addition to affecting the liver and brain, AUD has multi-systemic impacts on gut microbiota composition and function in humans^19,20^. These effects synergize to worsen the quality of life of these patients and could potentially be modified using gut microbial manipulation.

In our randomized clinical trial, we found improvement in alcohol craving and consumption at day 15, which then translated into longer-term beneficial AUD-related outcomes^14^. While the focused SCFA improvement was linked to craving, we needed to explore whether alcohol preference and intake changes could also be transmitted to rodent models, get a more expansive view of the effects of FMT and begin to understand the molecular changes occurring in the affected organ systems to alter ethanol intake and preference following FMT.

One of the major findings in this study is that colonization of mice with microbiota from post-FMT AUD patients consumed less than half the amount of ethanol than mice colonized with untreated (baseline) microbiota (Pre-FMT) from the same patients. Initial ethanol acceptance was also reduced in these mice as was ethanol preference. This finding replicates the human impact of the FMT in these patients with cirrhosis, where the craving and consumption of alcohol were reduced from baseline within the FMT group at 15 days^14^. While prior studies have shown changes in neuro-inflammation, socialization, and behavior in mice colonized with stools from patients with differing amounts of alcohol use^12,13^, we extend these by using human samples from a successful trial of alcohol use reduction. Moreover, these effects were not found when sterile supernatants from these same human donors were used. This experience isolates the role of live microbiota without the accompanying cirrhosis or pre-existing cognitive impairments that co-exist in patients with cirrhosis who continue to drink^21,22^. In addition, these extended studies by prior groups to show that alcohol intake can affect the microbial composition and vice-versa and contribute to the growing field of microbial changes in substance abuse disorders^23^.

We only used pooled samples from patients in the FMT group to reduce inter-subject variability since it would be a within-subject comparison. In addition, due to sex differences in susceptibility to alcohol-related injury, only men were included in the human trial and male mice were used in this translational study^24^. Future studies will incorporate females to determine potential sex differences in these effects. Changes in microbiota after FMT in these patients showed higher Ruminococcaceae constituents from the healthy donor. These were then translated into the recipient mice with greater Shannon diversity as well as the relative abundance of taxa belonging to Lachnospiraceae and Ruminococcaceae and lower Enterobacteriaceae constituents such as *Escherichia*_*Shigella*, *Citrobacter*, *Raoultella* and *Pluralibacter*. This was striking because the contrast between microbial composition was maintained across two sets of FMT procedures (healthy donor to human AUD recipient and then from human AUD donors to germ-free mice) with taxa that were enriched the original healthy human donor. Moreover, these same taxa were also differentially associated with alcohol preference and intake at day 1 and day 2 of the experiment. Specifically, *Faecalibacterium, Allobaculum, Sutterella* and selected *Ruminococcus* genera changed relationships with alcohol preference pre versus post-FMT colonization. Partly this could be explained by the higher alcohol intake in the pre-FMT mice but we obtained stool 18 h after the last exposure to alcohol. In patients with alcohol-related liver disease, there is a lower abundance of *Faecalibacterium, Coprococcus*, and higher Enterobacteriaceae, which in the setting of cirrhosis includes lower *Phascolarctobacterium* and other commensals^10,25^. The interplay between Enterobacteriaceae members and *Faecalibacterium* is well known in patients with AUD without cirrhosis^10^. We found the same relationship in the pre-FMT mice that was changed to higher *Faecalibacterium* in post-FMT recipients and was also linked with changes towards lower alcohol intake and preference. These patterns existed even before they were exposed to alcohol, and are consistent with those observed in mice fed alcohol for over 8 weeks, i.e., higher Proteobacteria and lower Firmicutes and obligate anaerobes^11,26^. Moreover, functional changes, including increased intestinal butyrate that would result from higher Ruminococcaceae and Lachnospiraceae members, also showed an increase in mice colonized with post-FMT vs pre-FMT stools. This was accompanied by a lower circulating LBP, which could be indicative of a healthier intestinal barrier after colonization with stools from post-FMT donors compared to pre-FMT^27,28^. This suggests that microbiota from the AUD cirrhosis donors after several decades of alcohol exposure was successfully transmitted into the mice. Acute alcohol exposure in this background further changed microbial taxa correlations, including *Allobaculum* spp changes, as seen in prior studies^11^. In our post-FMT mice that received stools from alcohol-related cirrhosis patients who had received a healthy donor FMT, the baseline is further skewed, which makes these consistent microbial alterations even more striking. Therefore, the phenotypical changes in microbiota were largely replicated from prior human and animal studies and are relatively conserved across two FMT procedures (healthy human donor to AUD human recipient, then to mouse recipient). Moreover, we also found higher butyrate in the post-FMT mice that reflected the human experience, indicating a beneficial functional change as well.

Considering that mice were colonized with different pools of FMT material and all mice underwent 2-bottle choice alcohol drinking, we cannot disentangle the effects of drinking or FMT alone in our gene expression analysis. Few but interesting gene expression and pathway changes occurred in the PFC that suggest FMT treatment and brief ethanol drinking differentially altered synaptic signaling. PFC DEGs were over-represented in categories for long-term synaptic potentiation, actin filament network formation and dendritic spines along with estrogen signaling. Estrogenic metabolites are associated with feminization due to alcohol use and cirrhosis in men^29^. However, these changes were likely dampened by the fact that the mice only had 48 h of alcohol access as compared to those seen in mouse fed alcohol chronically^30^. The few genes altered in the liver were involved in cytokine receptor activation, TGF-β, and IL-6 signaling, suggesting an inflammatory response, which is involved in alcohol-related liver injury and was attenuated after FMT in our study^31^.

A majority of our DEGs were found in the small intestine rather than the liver or PFC, which is striking since alcohol intake and preference changed significantly in the post-FMT mice. Our bioinformatics analysis revealed that the 843 DEGs were primarily involved in regulating the barrier function, immune response, oxidative stress response, inflammation, bile acid, and sphingolipid signaling, and intestinal cell proliferation and fibrosis. 

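The intestinal transcripts of the regulators Tgfb1, Il10ra, Il1b, Ifng and Tnf themselves were measured at low levels. Tgfb1, on chromosome 7 from 25386390 to 25404506, had 9.28 ± 2.66 CPM (SD, n = 6 libraries) in the post-FMT and 11.3 ± 1.93 CPM (SD, n = 6) in the pre-FMT group, a log2 fold change of -0.28 (standard error 0.18, adjusted p = 0.441 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Il10ra had 5.63 ± 0.964 against 5.55 ± 0.723 CPM and a log2 fold change of 0.02 (standard error 0.15). Il1b had 1.37 ± 0.272 against 1.35 ± 0.610 CPM and a log2 fold change of 0.00 (standard error 0.30). Tnf had 1.37 ± 0.648 against 1.28 ± 0.483 CPM and a log2 fold change of 0.07 (standard error 0.35). The adjusted p of the last 3 was 0.951, 0.997 and 0.928 in the same edgeR test. Their direction was not settled, since it changed when single libraries were left out, for Il10ra from -0.06 to 0.09, for Il1b from -0.15 to 0.19 and for Tnf from -0.17 to 0.21. Ifng had 0 to 7 counts per post-FMT library and 0 to 8 per pre-FMT library. It fell below the count minimum and was not tested, so a difference stays open. The analysis of upstream regulators, which works from the target genes and not from these transcripts, was not repeated here.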

Ingenuity Pathway Analysis identified many immune regulators such as *Tgfb1*, *Il10ra*, *Il1b*, *Infg*, and *Tnf* were major upstream regulators of these genes. Sphingolipid signaling was also a major pathway overrepresented in the Gene Ontology and IPA analyses. On KEGG analysis, several key genes pointing towards antigen processing, antibody production and innate immune response were upregulated in the post-FMT group. The higher expression levels of *Cdx2* and *Muc2* in the post-FMT group indicated that the gut microbiome plays a critical role in regulating intestinal mucosal homeostasis. Very strikingly, several fibrotic genes were markedly suppressed in the post-FMT group along with NOTCH1. It has been reported that NOTCH1 contributes to intestinal inflammation by co-operation with TNFα^32^. In addition to the upregulated anti-oxidative stress genes (*Mt1* and *Mt2*) and ER stress modulator (*Canx*), colony-stimulating factor 1 receptor (*Csf1R*) was significantly downregulated in the post-FMT group. 

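Notch1, on chromosome 2 from 26347915 to 26406675, had 6.02 ± 1.97 CPM (SD, n = 6 libraries) in the post-FMT intestine and 9.39 ± 1.86 CPM (SD, n = 6) in the pre-FMT intestine. The log2 fold change was -0.64 (standard error 0.22), with 64 to 185 counts per post-FMT library and 113 to 258 per pre-FMT library. Its adjusted p was 0.329 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and 0.151 with DESeq2. The exact permutation test of the gene alone gave p = 0.0195. Without intestine pre-FMT replicate 9 the adjusted p in edgeR was 0.0663, and over the fits that left out 1 library the log2 fold change ran from -0.75 to -0.52.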

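Csf1r, on chromosome 18 from 61229714 to 61266535, had 22.3 ± 2.02 CPM (SD, n = 6 libraries) in the post-FMT intestine and 27.2 ± 3.52 CPM (SD, n = 6) in the pre-FMT intestine, a log2 fold change of -0.29 with a standard error of 0.10. The adjusted p was 0.329 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and 0.164 from DESeq2. The exact permutation test gave p = 0.0108, with overlapping groups. The macrophage marker list, which does not hold Csf1r, had a score difference of -0.06 between the groups (8 genes, exact permutation test, p = 0.472).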

Alterations in gene expression in the intestinal mucosa, and to a lesser extent in the liver or PFC, on RNA-Seq were centered on processes that mediate the altered gut-liver axis in alcohol-related liver diseases, including barrier function that was also corroborated by lower serum LBP and higher intestinal SCFAs in post vs pre-FMT mice. S1P-mediated signaling is associated with immune cell infiltration and activation of inflammation in alcohol-related liver injury^33,34^. It has been reported that gut bacteria-derived sphingolipids impact host metabolic pathways^35^. These results suggest that strengthening the intestinal barrier as a result of the more favorable post-FMT microbiome could mediate gut-modulating alcohol intake that is transmissible from humans.

Interpretation of some results of this study is limited by all mice consuming measurable amounts of alcohol, so some of the RNA-Seq changes could represent differences in alcohol intake. However, mouse tissues were harvested 18 h after the last alcohol intake when ethanol is likely no longer present. Mice used here did not have pre-existing liver disease or cirrhosis and therefore did not completely conform to the human donors, which is a limitation. However, despite the absence of cirrhosis or pre-existing liver injury before colonization, the mouse drinking preference recapitulated the findings of the human trial. We also did not perform RNA-Seq in the GF and supernatant-receiving mice. However, the results suggest that neither alcohol-drinking preference or intake, nor change in SCFA, or LBP were noted between the three groups. We also found that several genera of Ruminococcaceae and Lachnospiraceae were found in higher relative abundance post-FMT in the recipient mice in patterns that followed the human donors. These findings indicate that live bacterial communities that produce SCFA and potentially enhance the intestinal barrier could improve alcohol intake and preference in mice. We pooled all human stools pre- and then post-FMT rather than using individual stools for transplantation. Since 80% of patients showed a lowering in craving and consumption 15-days post-FMT, separately inoculating donor materials from individual subjects would have added complexity without the addition of meaningful results beyond the pooled material. In addition, we only performed RNA-Seq on a subset of the mice, but the selection of those with the widest range of drinking intake could have biased our results. Also, this short-term model did not allow us to study liver injury that often accompanies long-term alcohol feeding.

We conclude that fecal transplant-related reduction in alcohol craving and intake can be transmitted to germ-free mice through multiple impacts on microbiota and the intestinal gene transcriptional interface that focus on the intestinal barrier. These changes are associated with microbiota belonging to Ruminococcaceae enriched in the original healthy human donor linked differentially with alcohol use that beneficially changed after human FMT. Differentially expressed genes in the small intestine related to inflammation, barrier function, S1P signaling, estrogen metabolism, and immune presentation were associated with the changes in alcohol drinking intake and preference. Moreover, germ-free supernatants did not replicate these findings. The majority of altered gene expression in mice that exhibited greatest changes in alcohol intake were in the intestinal mucosa rather than the prefrontal cortex or liver, reflecting the importance of the gut and live microbiota as the interface of the altered gut-liver-brain axis in alcohol use disorder.

## Methods

### Human trial

In a previously published phase 1, double-blind, randomized clinical trial (www.clinicaltrials.gov NCT03416751), men with AUD-related cirrhosis with problem drinking (AUDIT-10 > 8)^36^ were randomized 1:1 into receiving one placebo or FMT enema from a donor enriched in Lachnospiraceae and Ruminococcaceae. 6-month safety was the primary outcome. Patients were enrolled from Richmond VA Medical Center and VCU Medical Center Liver Disease clinics after written informed consent. Alcohol craving questionnaire, alcohol consumption (urinary ethylglucuronide/creatinine, Etg), quality of life (QOL), cognition and stool microbiota were tested at baseline and day 15. Patients were seen at 30 days and a 6-month follow-up when serious adverse events (SAE) analysis was performed. The use of the samples in the current study was covered by the original informed consent and IRB approval at the Richmond Veterans Hospital. Patients were compensated for their time and effort which was approved by the IRB as well. The primary outcome was safety at six months. A 6-month follow-up with serious adverse event (SAE) analysis was performed. We included twenty men with AUD-related cirrhosis (65 ± 6.4 yearsModel for End-Stage Liver Disease 8.9 ± 2.7) with similar demographics, cirrhosis, and AUD severity between those assigned to placebo or FMT. The overall results showed the safety and tolerability of the FMT without any infections or SAEs related to it. There was a significant reduction in proportion of FMT-assigned patients who reduced their craving (90% of FMT versus 30% in placebo at day 15, *P* = 0.02). This was accompanied by a lower urinary Etg/creatinine (*P* = 0.03) and improved cognition and psychosocial quality of life in the FMT group. We also found a significant reduction in serum IL-6 and lipopolysaccharide-binding protein with an increased butyrate and isobutyrate in FMT-assigned patients compared to baseline but not in those assigned to placebo. FMT-assigned patients also showed a higher microbial alpha diversity with higher Ruminococcaceae and other microbiota associated with SCFA production. This was correlated with SCFA levels. On longer-term follow-up at 6 months, we found that placebo group had a higher proportion of patients with any SAEs (80% vs. 20%, *P* = 0.02), AUD-related SAEs (70% vs. 10%, *P* = 0.02), and median SAEs/patient (median [interquartile range], 1.5 [1.25] vs. 0 [0.25] in FMT, *P* = 0.02) compared to those assigned to FMT.

### Stool preparation and sterile supernatant to colonize GF mice

Fresh stools from the subjects (baseline and day 15 post-FMT) were collected and individually mixed with pre-reduced anaerobic solution (0.5% Yeast Extract and 0.05% L-cysteine hydrochloride)^37^. Each patient provided one stool sample so the final pool contained all 10 samples pre and 10 samples post. The samples were centrifuged at 16,000 × *g* for 5 min to remove sediment to prevent clogging of gavage needles. Finally, all samples from each category (pre-FMT, post-FMT) were pooled. We created aliquots of 0.5 g of mixed stool pellets, which were stored at –80 °C. An aliquot of each of the pooled fecal suspensions generated above was further centrifuged at 15,000 × *g* for 20 min to pellet whole cells. The supernatant fluid was filtered and sterilized by passage through a 0.22-micron filter to remove bacteria and other microorganisms. Sterile supernatants were monitored for contamination by inoculating on Brain Heart Infusion culture plates under aerobic and anaerobic conditions and gram-stained for examination under oil immersion microscopy (1000×). Before colonization, these were thawed, resuspended in 1.5 ml of sterile PBS per tube/pellet and then gavaged 0.2 ml per mouse per day (for stool pellets and supernatants). In our prior studies, stool treated in this manner, once thawed and inoculated, could effectively colonize GF mice without complications and with good retention of bacterial profiles^38,39^.

We used pooled donor material to avoid inter-individual variations and to reduce the analytic complexity, resource utilization, and logistic challenges of multiple donor FMT.

### Colonization of GF mice

Using established protocols that the National Gnotobiotic Rodent Resouce Center (NGRRC) has developed and published, intact fecal material or supernatant (depending on group) was transferred to 10–15-week-old GF C57BL/6J male mice by daily orogastric gavage for 3 consecutive days (Fig. 2B)^38–41^. The mice were obtained from the GF breeding isolators of the UNC NGRRC and housed in sterile individually filtered cages with autoclaved food, water and bedding at 72° room temperature and 12 h light/dark cycles for 15 days. Stool was then collected and the mice underwent the alcohol preference experiment. This 2-week duration has proven adequate to ensure satisfactory stable microbial colonization and host adaption within mice in our prior studies^39^. Mice receiving different donor materials were housed in separate cages (1–5 mice/cage) to prevent cross-contamination^42^. As shown in Fig. 1B, one group of mice were not colonized and served as GF controls.

### Drinking experiment

Mice then were singly housed in a standard clean cage on a 12 h light cycle (lights ON 6AM) and offered two bottles of solution. One bottle contained 20% ethanol (v/v) diluted in tap water and the other bottle contained tap water^43–46^. Bottle volume readings were taken 2 h (2 h into the dark cycle), 24 h, and 48 h after bottle placement. Fresh ethanol and water were given and body weights were measured each day^47,48^. Ethanol intake (g/kg body weight), ethanol preference (calculated as (mLs of ethanol)/(mLs of ethanol + mLs of tap water)) and total fluid intake (calculated as mLs of ethanol + mLs of tap water) were calculated and compared between groups using non-parametric tests (Mann–Whitney) as well as two way repeated measures ANOVA analyses.

Bottles were removed on day 3. Sacrifice was performed 18 h after the alcohol bottles were removed. At sacrifice, stool, small intestinal mucosa, prefrontal cortex (PFC), and liver were harvested.

Stool was analyzed for microbiota composition for pre and post-alcohol preference from both groups as noted below. We performed RNA-Seq for six highest drinkers in the pre-FMT and six lowest alcohol drinkers in the post-FMT group on liver, intestinal, and PFC tissues. Experimenters were blinded to the treatment groups.

### Microbiota analysis

Microbial DNA was isolated from stool samples as previously described from samples collected from patients during the trial and mice before and after the FMT^14,49^. Samples were kept at −80 °C until the time of analysis. Bacterial 16S ribosomal RNA (rRNA) gene sequencing: The V1 and V2 variable regions of the bacterial 16SrRNA gene were sequenced using Multitag fusion primers and sequenced on an Ion Torrent PGM next-generation sequencer (supplemental methods). Data from each pooled sample were “deconvoluted” by sorting the sequences into bins based on the barcodes using custom PERL scripts. Thus, we were able to normalize each sample by the total number of reads from each barcode. We utilized a local installation of the RDP11 Classifier (RDP11.5) to produce the taxonomic relative abundance tables used by BiomMiner for comparing Bray-curtis distance using PERMANOVA for β-diversity and DESeq2 for individual taxon analyses^50,51^. We performed the following analyses: pre-FMT vs. post-FMT stools at baseline, pre-FMT before and after alcohol drinking, and post-FMT before and after alcohol drinking^52^. Correlation networks with alcohol intake and preference and bacteria at the genus level were performed in pre-FMT mice, then post-FMT mice, and finally using a correlation network difference analysis. Correlation network differences focused on linkages between the same nodes that changed in the post-FMT network compared to the pre-FMT network. All analyses were performed using published techniques in R^53,54^.

### SCFA analysis

small intestinal contents from all five mouse groups were analyzed using published LC-MS/MS techniques for major SCFAs (acetate, propionate, butyrate, isobutyrate and isocaproate)^55^. LC–MS/MS analysis was carried out using a Shimadzu CBM-20A CL communications bus module, equipped with two LC-30 AD CL pumps, a DGU-20A3R and a DGU-20A5A degassing unit, a SIL-30AC CL autosampler and a CTO-20A CL column-oven. The MS analysis was done using an LCMS-8060 CL triple quadrupole instrument with an electrospray negative ionization source (Shimadzu, Japan). Data acquisition and analysis were performed by Labsolutions insight. Chromatographic separation was carried out on a Thermo Scientific Hypersil Gold C18 column (100 mm × 2.1 mm, 1.9 µm). The flow rate of mobile phase was 0.25 mL/min, accompanied with an injection volume of 1 µL. Mobile phase A was 0.1% formic acid in water, while mobile phase B was acetonitrile. The gradient was optimized at 5% to 50% B in 16 min, maintained 50% B for 2 min, and then hold 80% B for 1 min. The column was equilibrated with 5% B for 2 min.

The LBP levels in the serum were measured by ELISA using the Mouse LBP SimpleStep ELISA Kit from Abcam (Cat# ab269542). Total RNA was isolated from small intestinal tissues using Trizol reagent (QIAGEN) and reverse-transcribed into first-strand cDNA using a High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems).

### RNA-Seq processing and differential expression analysis

FastQC (version 0.11.9) was used to measure QC metrics for all RNA-Seq fastq.gz samples. RNA-Seq data were then aligned to the mouse genome (GRCm39) using STAR (version 2.7.9a) and counts were generated with HTSeq (version 0.13.5). The MultiQC (version 1.11) suite was then used to generate and collate QC metrics for fastq.gz, alignment, and raw count samples. Genes with very low counts across the study (defined as fewer than 10 counts in more than 2 samples) were eliminated before differential expression analysis. Low count genes were determined separately for each tissue type. The DESeq2 package (release 3.13) for R was then used to measure differential expression between pre-FMT and post-FMT mice in the intestine, liver, and PFC. Benjamini and Hochberg False Discovery Rate (FDR) was used to correct for multiple testing with FDR ≤ 0.2 considered significant.

### Biological enrichment

Genes with significant differential expression between pre-FMT and post-FMT mice were further explored for biological enrichment using DAVID Functional Enrichment Chart (v2021q4), with a particular interest in enrichment for Gene Ontology (GO) Categories and KEGG Pathways. QIAGAN Ingenuity Pathway Analysis (IPA; QIAGEN Inc., https://digitalinsights.qiagen.com/IPA) assesses the biological significance and relationships between these genes, based on current scientific literature^16^. Genes with enrichment *p*-values (corrected for multiple testing) at FDR ≤ 0.2 were considered significant. Approvals were obtained from institutional review boards (IRBs) at Richmond VA Medical Center (Protocol BAJAJ0021) and from Institutional Animal Care and Use Committees (IACUCs) at the University of North Carolina Chapel Hill (Protocol 18-266.0-C) and VCU (Protocols AD10001212 and AD20168) before study initiation. All animals received humane care according to the criteria outlined in the *Guide for the Care and Use of Laboratory Animals*.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

The RNA-Seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) system https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE205303), while the microbial data is at with the accession code PRJNA887441. Individual human data cannot be shared due to restrictions by the IRB; composite human data are shown in the manuscript. All other data generated or analyzed during this study are included in this published article (and its supplementary information files) or can be obtained from the corresponding author on reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Reduced alcohol preference and intake after fecal transplant in patients with alcohol use disorder is transmissible to germ-free mice
**Source:** Nat Commun. 2022 Oct 19;13:6198. doi: 10.1038/s41467-022-34054-6
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Material**

1. Methods
2. Supplementary figure 1
3. Supplementary figure 2
4. Supplementary table 1
5. Supplementary table 2
6. Supplementary table 3
7. Supplementary table 4
8. Supplementary data file

## **Supplementary Methods:**

### **DNA Extraction, PCR, and Multitag Sequencing**

DNA was extracted from samples using FastDNA spin kit for Soil (MP Biomedicals) according to manufacturer's protocol with slight modifications.. The DNA was diluted with ultra pure water (1:5-1:10 ratio) to use in PCRs.

Approximately 10 ng of DNA was used in a 20 µl reaction for PCR amplification. AmpliTaq Gold™ DNA Polymerase (Thermo Fisher Scientific, Waltham, Massachusetts, USA) was used for the amplification. Master mix for the 16S rRNA gene amplification was subjected to ultraviolet (UV) light (Stratagene Stratalinker®) prior to the addition of primers and dNTPs to eliminate possible bacterial DNA contamination. UV exposure was titrated to ensure no impact on enzyme activity. Universal 16S rRNA bacterial primers 27F and 357R (Lane, 1991) targeting variable regions 1 and 2, were used for bacterial identification. A standard reaction was performed using a GeneAmp 9700 thermocycler (Applied Biosystems Inc.) with 11 minutes of initial denaturation at 95°C, followed by 32 cycles of 30sec at 95°C, 30sec at 48°C, and 2 minutes at 72°C with added 5sec/cycle, and one cycle of 30 minutes at 72°C and it was hold at 4°C. The longer initial denaturation time is recommended by manufacturer to use with Taq Gold polymerase. This enzyme is attached to an antibody and needs to be activated at 95°C with a

longer incubation time. This helps with longer reaction preparations and to avoid producing non-specific products. Most polymerases as well as Taq Gold add an A base to the end of PCR product and the longer (30 minutes) extension time ensures adding an A to all amplified fragments to avoid the size difference when examining the product length in fingerprints which might be only one base different.

*Escherichia coli* (E.coli) DNA was used as a positive PCR control and no DNA was used as a negative control for all PCRs. Duplicate LH-PCRs (Length Heterogeneity PCR) were completed and fingerprinted prior to sequencing in order to select the most consistent products to represent the samples for sequencing (Sikaroodi and Gillevet 2012). This quality control step used fusion primers for the bacterial 16S rRNA gene (27F and 357R). Fusion primers contain an adapter joined to an 8 base “barcode”, as well as the appropriate primers. The reverse primer (357R) was FAM labelled on the 5-prime end. The fingerprint was run on an ABI 3130x/Fluorescent Sequencer (Applied BioSystems). PCR products were selected based on the fingerprints and pooled. The pool was purified twice (to ensure elimination of primer dimers and short products) with Agencourt AMPure solution (Beckman Coulter) in preparation for sequencing. The purified product was quantified using a DTX880 Multimode Fluorescent detector (Beckman Coulter) and the correct concentration was calculated to use in emulsion PCR prior to sequencing. We used Ion Torrent technology (Thermo Fisher Scientific) with the Personal Genome Machine (PGM) for high-throughput sequencing. All emulsion PCR and sequencing steps were executed using the kits and manufacturer’s protocols for the PGM. A customized PERL script was used to “demultiplex” raw sequence data from each pooled sample and to separate the sequences into individual samples based on the barcodes used for each sample at initial PCR.

## Figure S1 legend:

Sphingosine 1-phosphate signaling pathway was overrepresented as a canonical pathway activated in Pre-FMT versus post-FMT mice. Pink indicates higher expression in pre-FMT mice, Green indicates higher expression in post-FMT mice. FMT differentially expressed genes (DEG) using ingenuity pathway analysis (IPA).

Sphingosine-1-phosphate Signaling : FMT DEG Gene\_countsFDRpoint2 for IPA : Expr Log Ratio

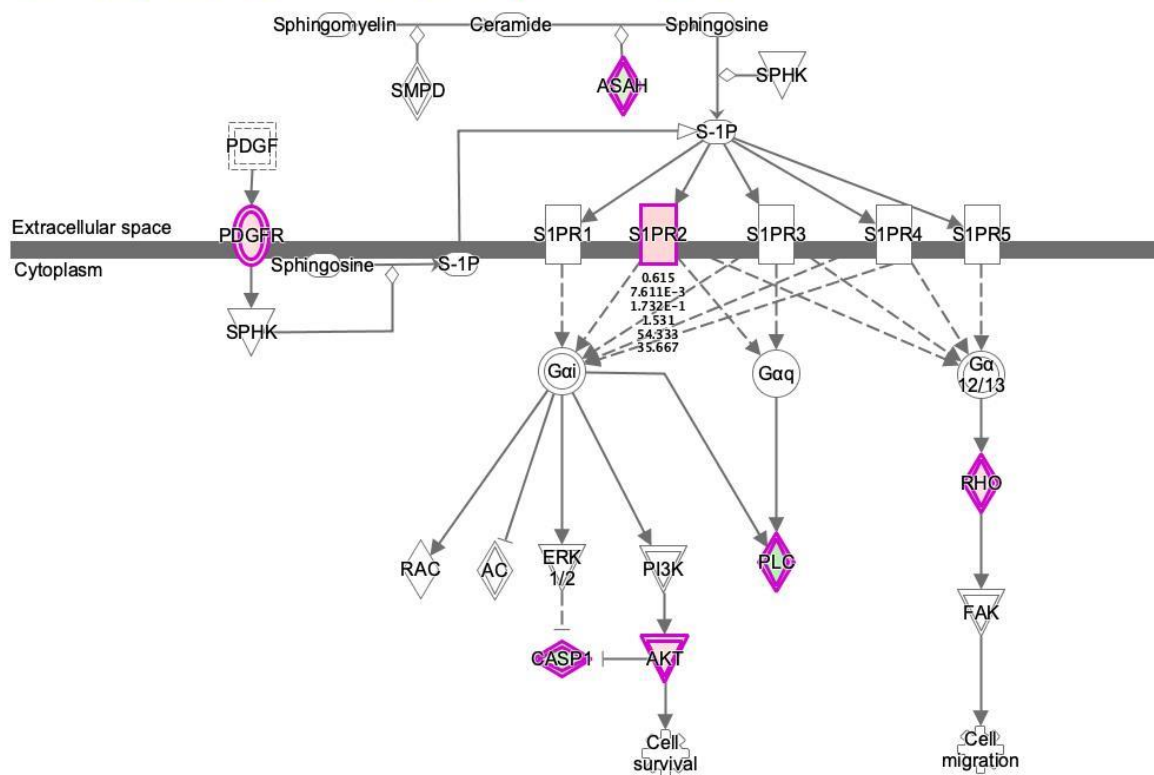

**Table S1: Change in Clinical, Patient-reported and Cognitive Outcomes in the human trial**

|                                                       | Placebo (n=10)      |                     | FMT (n=10)          |                                 |
|-------------------------------------------------------|---------------------|---------------------|---------------------|---------------------------------|
|                                                       | Pre (baseline)      | Post (day 15)       | Pre                 | Post (day 15)                   |
| MELD score (range)                                    | 9.5±2.8 (8.0)       | 8.3±2.6 (8.0)       | 9.3±2.6 (7.0)       | 8.6±2.8 (7.0)                   |
| White blood cell count (X10 <sup>3</sup> /ml range)   | 6.5±1.3 (3.3)       | 7.4±1.1 (4.2)       | 6.2±1.5 (3.1)       | 6.7±1.4 (4.1)                   |
| Aspartate aminotransferase (IU/L range)               | 40.2±16.7 (53.0)    | 43.8±29.5 (56.0)    | 40.5±17.1 (59.0)    | 58.6±44.3 (118.0)               |
| Alanine aminotransferase (IU/L range)                 | 33.5±22.2 (60.0)    | 31.9±10.3 (60.0)    | 34.5±18.9 (32.0)    | 35.5±10.3 (30.0)                |
| Alkaline phosphatase (IU/L range)                     | 106.2±30.8 (101.0)  | 104.5±28.2 (83.0)   | 119.8±21.4 (106.0)  | 116.0±47.7 (161.0)              |
| Serum albumin (g/dl range)                            | 3.8±0.4 (1.2)       | 3.7±0.3 (0.9)       | 3.8±0.33 (1.1)      | 3.9±0.4 (1.2)                   |
| Urinary Etg/creatinine (µg/g creatinine Median (IQR)) | 0.14 (0.02-0.23)    | 0.13 (0.02-0.48)    | 0.12 (0.01-0.86)    | 0.02 (0.00-0.16) <sup>†</sup>   |
| <b>Patient-Reported Outcomes</b>                      |                     |                     |                     |                                 |
| ACQ-SF (high=worse) Median (IQR)                      | 2.7 (1.8-4.7)       | 3.0 (2.2-5.4)       | 3.1 (2.4-4.5)       | 2.5 (2.1-4.3)*                  |
| Total SIP (high=worse, range)                         | 12.4±11.7 (39.1)    | 10.9±11.1 (37.7)    | 12.3±8.8 (29.6)     | 9.0±9.1* (18.4)                 |
| Physical SIP (high=worse, range)                      | 11.2±9.7 (28.4)     | 8.6±9.6 (28.6)      | 8.7±8.0 (24.1)      | 8.2±7.9 (20.6)                  |
| Psychosocial SIP (high=worse, range)                  | 11.3±14.4 (48.3)    | 10.0±14.2 (48.3)    | 12.2±13.0 (40.9)    | 7.0±7.8 <sup>‡</sup> (21.7)     |
| <b>Cognitive Testing Median (IQR)</b>                 |                     |                     |                     |                                 |
| PHES (high=better performance)                        | -6.0(-13.0- -3.5)   | -5.5 (-13.0- -1.75) | -5.5(-10.00- 0.0)   | -2.5 (-9.25- 1.00) <sup>†</sup> |
| EncephalApp(high=poor performance)                    |                     |                     |                     |                                 |
| OffTime (seconds)                                     | 92.1(86.4-104.9)    | 93.7 (78.0-104.7)   | 82.9 (76.0-97.9)    | 85.3 (75.1-99.7)                |
| OnTime (seconds)                                      | 108.3 (98.1-126.5)  | 104.3 (89.1-149.8)  | 111.5 (91.1-124.8)  | 101.7 (93.3-110.9) <sup>†</sup> |
| OffTime+OnTime (seconds)                              | 201.3 (184.9-230.3) | 185.6 (173.9-237.2) | 197.8 (164.7-222.1) | 187.5 (167.8-213.3)             |

Data are presented as mean±SD unless mentioned otherwise. Comparison using one-sided Wilcoxon Signed Rank Paired test within groups, Etg: Ethylglucuronide, ACQ-SF: alcohol craving questionnaire-short form, SIP: sickness impact profile, PHES: Psychometric hepatic encephalopathy score, MELD: model for end-stage liver disease (a high score indicates poor outcome) \*p=0.02, <sup>‡</sup>p=0.01, <sup>†</sup>p=0.05

**Table S2: Total liquid consumed by C57BL/6 mice during drinking sessions**

| <b>Liquid consumed (ml)</b> | <b>Binge (2hr)</b> | <b>Day 1 (24 hr)</b> | <b>Day 2 (24 hr)</b> |
|-----------------------------|--------------------|----------------------|----------------------|
| Pre-FMT stool               | 0.400 (0.225)      | 3.667 (1.100)        | 4.233 (2.125)        |
| Post-FMT stool              | 0.600 (0.225)      | 4.117 (0.400)        | 4.533 (1.450)        |
|                             |                    |                      |                      |
| Germ Free                   | 0.483 (0.650)      | 4.200 (1.750)        | 5.175 (1.350)        |
| Pre-FMT supernatant         | 0.433 (0.089)      | 4.600 (3.550)        | 4.175 (2.475)        |
| Post-FMT supernatant        | 0.333 (0.200)      | 4.600 (0.925)        | 3.975 (2.150)        |

Data presented as median (IQR); No significant changes between and within groups using Mann-Whitney, Kruskal-Wallis and RMANOVA tests.

**Table S3: Body weights of FMT mice during the drinking experiment**

| <b>Body weight (gm)</b> | <b>Day 1</b> | <b>Day 2</b> |
|-------------------------|--------------|--------------|
| Pre-FMT stool           | 23.75 (1.50) | 23.95 (1.68) |
| Post-FMT stool          | 23.10 (1.78) | 23.60 (1.65) |
|                         |              |              |
| Germ-free               | 26.10 (1.65) | 25.15 (3.88) |
| Pre-FMT supernatant     | 24.35 (2.20) | 22.40 (1.80) |
| Post-FMT supernatant    | 25.55 (4.53) | 24.25 (4.35) |

Data presented as median (IQR); No significant changes between and within groups on Wilcoxon paired tests for within and Mann Whitney between groups

**Table S4: Gene Ontology and KEGG pathway over-representation analysis of differentially regulated genes in the intestine, prefrontal cortex and liver of pre-FMT vs. post-FMT mice.**

| <b>Intestine</b>         |                                              |                |                       |                |
|--------------------------|----------------------------------------------|----------------|-----------------------|----------------|
| <b>KEGG Pathway</b>      | <b>Description</b>                           | <b>Overlap</b> | <b>Category Total</b> | <b>p-value</b> |
| mmu04510                 | Focal adhesion                               | 25             | 314                   | 3.2e-06        |
| mmu04512                 | ECM-receptor interaction                     | 15             | 314                   | 1.1e-05        |
| mmu04151                 | PI3K-Akt signaling pathway                   | 30             | 314                   | 2.0e-04        |
| mmu04014                 | Ras signaling pathways                       | 22             | 314                   | 4.0e-04        |
| mmu05145                 | Toxoplasmosis                                | 13             | 314                   | 0.0011         |
| mmu04612                 | Antigen processing and presentation          | 11             | 314                   | 0.0017         |
| mmu05231                 | Choline metabolism in cancer                 | 12             | 314                   | 0.0026         |
| mmu05323                 | Rheumatoid arthritis                         | 10             | 314                   | 0.0059         |
| mmu04514                 | Cell adhesion molecules (CAMs)               | 15             | 314                   | 0.0062         |
| mmu04020                 | Calcium signaling pathway                    | 16             | 314                   | 0.0065         |
| mmu04672                 | Intestinal immune network for IgA production | 7              | 314                   | 0.0066         |
| mmu04015                 | Rap1 signaling pathway                       | 17             | 314                   | 0.014          |
| mmu04024                 | cAMP signaling pathway                       | 16             | 314                   | 0.014          |
| mmu05310                 | Asthma                                       | 5              | 314                   | 0.015          |
| mmu05150                 | Staphylococcus aureus infection              | 7              | 314                   | 0.015          |
| mmu04915                 | Estrogen signaling pathway                   | 10             | 314                   | 0.018          |
| mmu00480                 | Glutathione metabolism                       | 7              | 314                   | 0.023          |
| mmu04974                 | Protein digestion and absorption             | 9              | 314                   | 0.026          |
| mmu04142                 | Lysosome                                     | 11             | 314                   | 0.027          |
| mmu05152                 | Tuberculosis                                 | 14             | 314                   | 0.027          |
| mmu04610                 | Complement and coagulation cascades          | 8              | 314                   | 0.034          |
| mmu04940                 | Type I diabetes mellitus                     | 7              | 314                   | 0.039          |
| mmu04611                 | Platelet activation                          | 11             | 314                   | 0.041          |
| mmu4724                  | Glutamatergic synapse                        | 10             | 314                   | 0.044          |
| mmu01100                 | Metabolic pathways                           | 64             | 314                   | 0.048          |
| mmu04010                 | MAPK signaling pathway                       | 17             | 314                   | 0.050          |
| <b>Prefrontal Cortex</b> |                                              |                |                       |                |
| <b>GO category</b>       | <b>Description</b>                           | <b>Overlap</b> | <b>Category Total</b> | <b>p-value</b> |
| GO:0007507               | Heart development                            | 4              | 34                    | 0.012          |
| GO:0032355               | Response to estradiol                        | 3              | 34                    | 0.015          |
| GO:0030336               | Negative regulation of cell migration        | 3              | 34                    | 0.016          |

|                    |                                                        |                |                       |                |
|--------------------|--------------------------------------------------------|----------------|-----------------------|----------------|
| GO:0051639         | Actin filament network formation                       | 2              | 34                    | 0.020          |
| GO:0051764         | Actin crosslink formation                              | 2              | 34                    | 0.022          |
| GO:0007275         | Multicellular organism development                     | 6              | 34                    | 0.037          |
| GO:0042995         | Cell projection                                        | 7              | 38                    | 0.0020         |
| GO:0005911         | Cell-cell junction                                     | 4              | 38                    | 0.0063         |
| GO:0030054         | Cell junction                                          | 6              | 38                    | 0.011          |
| GO:0001726         | Ruffle                                                 | 3              | 38                    | 0.014          |
| GO:0005615         | Extracellular space                                    | 8              | 38                    | 0.020          |
| GO:0043197         | Dendritic spine                                        | 3              | 38                    | 0.032          |
| GO:0005802         | Trans-Golgi network                                    | 3              | 38                    | 0.038          |
| GO:0005737         | Cytoplasm                                              | 19             | 38                    | 0.043          |
| GO:0015293         | Symporter activity                                     | 3              | 35                    | 0.020          |
| GO:0005515         | Protein binding                                        | 14             | 35                    | 0.038          |
| <b>Liver</b>       |                                                        |                |                       |                |
| <b>GO category</b> | <b>Description</b>                                     | <b>Overlap</b> | <b>Category Total</b> | <b>p-value</b> |
| GO:0070120         | Ciliary neurotrophic factor-mediated signaling pathway | 2              | 23                    | 0.0061         |
| GO:0048589         | Developmental growth                                   | 2              | 23                    | 0.042          |
| GO:0004897         | Ciliary neurotrophic factor receptor activity          | 2              | 26                    | 0.0057         |

# Supplementary material for: Reduced alcohol preference and intake after fecal transplant in patients with alcohol use disorder is transmissible to germ-free mice
**Source:** Nat Commun. 2022 Oct 19;13:6198. doi: 10.1038/s41467-022-34054-6
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Differentially expressed genes in the intestine, liver and prefrontal cortex (PFC) between pre and post-FMT groups (excel sheet). Fold change (pre-FMT vs. post-FMT), p-values and adjusted p-values are reported for genes that were significant at a false discovery rate  $<0.2$ ."

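The fold changes of this table are written as pre-FMT against post-FMT, with a minus sign where a gene was higher in the post-FMT group, so the sign is opposite to that of the log2 fold changes given here. The paper's methods name DESeq2 as their source. DESeq2 was also run on genes with more than 10 counts in at least 2 libraries of a tissue. This filter was chosen after the values were seen. The unadjusted p-values of all 844 listed intestinal genes, 42 PFC genes and 42 liver genes then equaled those in the table. Adjusted p-values were not all equal, with 0.05887 from this DESeq2 fit against 0.05895 in the table for Anpep in the PFC. Under that filter 16498 genes were tested in the intestine, 17532 in the PFC and 14101 in the liver. For the 74 listed genes that the text names and that were tested here, the log2 fold changes of edgeR and those of the table had the same sign, and the largest difference was 0.04, for Rn7sk.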

# Supplementary material for: Reduced alcohol preference and intake after fecal transplant in patients with alcohol use disorder is transmissible to germ-free mice
**Source:** Nat Commun. 2022 Oct 19;13:6198. doi: 10.1038/s41467-022-34054-6
**Supplement:** Supplementary file 4 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection no specific software for data collection was used.

Data analysis DESeq2 (release 3.13), STAR (version 2.7.9a), FastQC (version 0.11.9) HTSeq (version 0.13.5), MultiQC (version 1.11) suite, DAVID functional enrichment chart (v2021q4 <https://david.ncifcrf.gov/>), Gene ontology (GO, <http://geneontology.org/>), KEGG ([www.kegg.jp](http://www.kegg.jp)), Ingenuity Pathway Analysis ([www.ingenuity.com](http://www.ingenuity.com)), Graphpad PRISM for data analysis

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Microbial data is at <http://mbac.gmu.edu:8080/u/gillevet/h/alcfmtmousedataselected060122> while RNASeq data is deposited to GEO GEO Submission (GSE205303) [NCBI tracking system #23017667]. Clinical metadata for patients is not available due to ethics restrictions. All these links are working.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |                                                                                                           |
|-----------------------------|-----------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender | All volunteers in the human trial were of male sex and gender                                             |
| Population characteristics  | The human trial is already fully published and now details are added                                      |
| Recruitment                 | The human trial is already fully published; recruitment details are in the revision                       |
| Ethics oversight            | The human trial is already fully published; IRB at the Richmond VA Medical Center with protocol BAJAJ0021 |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | 20 men with alcohol-related cirrhosis who were actively drinking. 10 were randomized to FMT and 10 to placebo enemas. The samples used here from the 10 men who received FMT collected before and 15 days post-FMT. These were then put into 14 mice each pre and post. Sterile supernatants were then introduced into 6 GF mice each and 6 GF mice remained as controls. Sample size calculation for the human trial was based on prior Phase 1 studies in FMT. Sample size calculation regarding individual mice was performed according to prior studies by Dr Sartor's lab (Kim et al) that ensure 5-6 mice per category. |
| Data exclusions | None were excluded from the human samples; 2 mice who received gavage using post-FMT sterile supernatants developed injury due to gavage and had to be excluded.                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Replication     | No replication analyses were performed but aliquots of stool pre and post-FMT from all 10 subjects were combined to then introduce to the mice. This was due to the low N of the mice and aliquots and                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Randomization   | Randomization was done at <a href="http://www.random.org">www.random.org</a> for the human samples. The mice were randomly allocated to receive the specific aliquots and germ-free supernatants by the NGRRC.                                                                                                                                                                                                                                                                                                                                                                                                                |
| Blinding        | The outcomes assessor and patients were blinded to the randomization for the original trial. The behavioral outcomes assessor for alcohol use was blinded to the source of the colonization in the mice.                                                                                                                                                                                                                                                                                                                                                                                                                      |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

# Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                         |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | 10-15-week-old GF C57BL/6 male mice from Jackson laboratory housed under GF conditions and then gavaged using specific human materials. |
| Wild animals            | none                                                                                                                                    |
| Reporting on sex        | Only male mice since the human population that provided the samples was male as well.                                                   |
| Field-collected samples | None                                                                                                                                    |
| Ethics oversight        | IACUC at University of North Carolina Chapel Hill (Protocol 18-266.0-C) and VCU (Protocols AD10001212 and AD20168)                      |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

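Gene expression was measured by RNA-Seq in the small intestinal mucosa, the PFC and the liver of mice colonized with pre-FMT or post-FMT stool, with 6 libraries of each tissue in each group and 36 libraries in all. The study chose the 6 highest drinkers of the pre-FMT group and the 6 lowest drinkers of the post-FMT group for sequencing, and tissue was taken 18 h after the last of 48 h of access to 20% ethanol. The condition and the replicate number of each library were taken from the sample labels. No label links the libraries of one mouse across tissues, so no paired analysis was made.

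The deposited values are raw counts per gene, made by the authors by aligning the reads to GRCm39 with STAR and counting them with HTSeq without regard to strand, according to the paper's methods and the sample labels. The paper's text does not name the gene annotation behind the counts. The counts of all 36 libraries were read from the authors' combined count table, which holds 40840 genes. Of these, 35 libraries also come with a count table of their own, and a check found the counts of every gene equal in both. The summary lines of those 35 tables, which name no gene, stayed out of library sizes and tests. Among reads on a gene, outside any gene or on more than 1 gene, they held 6.54% to 13.1% as outside any gene. They held 2.66% to 3.58% as on more than 1 gene. Counts on genes ran from 15176014 to 34519904 per library. Replicates of a group set the precision of every value, and counting error adds to it for genes near the minimum of 10 counts, such as Cd6, Il1b and Tnf. Intervals for single libraries were not computed, and a count of 0 in a library allows up to 3 counts.

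The calculations used R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1 and sva 3.50.0. In each tissue, genes with at least 10 counts in at least 10 of the 12 libraries were kept, which gave 14142 genes in the intestine, 15780 in the PFC and 12487 in the liver. The post-FMT group was compared with the pre-FMT group by edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment within the tissue and a threshold of 0.2. All tests were two-sided. The standard error of a log2 fold change is its size divided by the square root of the test's F value. Log2 CPM used a prior count of 2. Differences between tissues were tested as the interaction of tissue and group in one edgeR model of both tissues, on genes kept in both. Single genes and list scores were tested by exact permutation over the 924 splits of 12 libraries into 6 and 6. Sets of genes were tested with limma's camera with a preset correlation of 0.01, and with fry and camera with an estimated correlation as alternatives. The overlap of lists of DEGs was set against the hypergeometric expectation.

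Genes named in the text are those the paper names in its RNA-Seq results or discussion or shows in Fig. 9B, those called in more than 1 tissue here or in the study, the PFC and liver genes of Supplementary Data 1 with a fold change over 2, and in each tissue up to 5 genes with the largest change past an adjusted p of 0.05 whose groups do not overlap. Genes named outside this rule are other DEGs of the PFC and the intestine, and Lifr, Il6ra, Inhbc, Mid1, Smad6, Cry2, AY036118, Hcn3, LOC118568312 and Lars2, all chosen after their values were seen. Results for some genes are left out because they are withheld for evaluation. Marker lists were written for cell types, intestinal segments, time of day, neuronal activity, glucocorticoid response and liver zones, without the genes of Fig. 9B except Mt2 in the glucocorticoid list. Lists with fewer than 3 tested genes were not scored. The score of a list in a library is the median deviation of its genes from their mean log2 CPM over the tissue. A list of acute-phase genes of the liver was written after the data were seen.

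The procedure was tested on simulated data, negative binomial counts drawn from the mean, the dispersion and the library sizes of the deposited data, with a group difference in 200 genes of each tissue and none in the others. The edgeR test recovered 166 of them in the intestine with 16.6% false calls, 193 in the PFC with 18.9% and 183 in the liver with 18.3%. DESeq2 recovered 172, 191 and 184 with 37.2%, 23.6% and 35.0% false calls, above the nominal share. The simulated genes varied independently of each other, no library was set apart from its group, and the changes were larger than most of those reported. These rates therefore need not hold for either tool on the deposited libraries. Alternatives were tried for the test (DESeq2, and limma-voom with sample quality weights), the normalization (DESeq2's size factors), the filter (filterByExpr, at least 1 count, and at least 10 counts in at least 3 libraries), the dispersion (robust estimation), the depth (counts thinned to the smallest library), a covariate (1 surrogate variable), the threshold (0.05) and the libraries (each left out in turn), all in edgeR apart from the first. The DESeq2 fits on thinned counts and with libraries left out were chosen after seeing the data. The edgeR and DESeq2 counts of DEGs in each tissue were compared with 100 splits of the same libraries drawn with a fixed seed, the real one included. So were the edgeR counts for the intestine without pre-FMT replicate 9, also with replicates 1 and 2 summed, and for the liver without replicates 25 and 35, and the counts of interaction genes. The counts under the other alternatives were not. The closing section gives their effect.

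The gene ontology, KEGG and Ingenuity analyses of the paper were not repeated. The microbiota, metabolite and behavior data of the paper were not analysed here. Supplementary Data 1 was read for the paper's lists of DEGs and its fold changes, and the source data of Fig. 9B for the values of the heatmap.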

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

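All tests of explanations in this part were chosen only after the results were seen. A library was set apart where its gap to the nearest other library of its group of 6, as a share of the range of the group, was above Dixon's critical value, which chance exceeds in about 1 of 20 groups. Among 282 groups of values tested, 36 held such a library where 14.1 are expected by chance. Of these, 16 concern intestine pre-FMT replicate 9 and 8 concern liver replicates 25 or 35. The remaining 12 are about as many as chance gives. Values of different lists and genes in one library depend on each other, so they are not separate pieces of evidence.

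Intestine pre-FMT replicate 9 lay far from the other 5 pre-FMT libraries. Its TMM factor was 0.781 against 1.06 to 1.13, and its most abundant gene, Apoa4, took 4.06% of its counts where the most abundant gene of each of the others took 1.05% to 1.19%. Its scores were -3.51 for the ileum list (-0.31 to 0.46 in the others), 3.09 for the proximal small intestine list (-0.99 to 0.05), -2.16 for B cells (-0.18 to 0.78), -1.37 for fibroblasts (0.24 to 0.76), -1.21 for smooth muscle (0.25 to 0.91), -1.22 for Paneth cells (0.47 to 1.31), -0.65 for goblet cells (-0.06 to 0.01) and 0.99 for T cells (-0.79 to -0.29). Its log2 CPM was 3.17 for Cdk6 (4.40 to 4.69), 2.64 for Ciita (3.61 to 4.11), 3.17 for Col1a1 (4.45 to 4.98), 5.77 for Col3a1 (6.53 to 6.90), 5.08 for Col6a1 (5.98 to 6.13) and 4.70 for Col6a2 (5.57 to 5.88). Depth is argued against, since its 21922123 counts lay within the range of the group, and so is a gene that takes most of the counts. A sample from a more proximal stretch of the small intestine is a candidate explanation, since it predicts both the low ileum score of -3.51 and the high proximal score. The ileum list has 5 genes and the proximal list 6, all expressed in this tissue, with 0 genes in another list, and 0 and 1 of them are among the genes the study lists. The most abundant are Fabp6 with a mean of 4802 CPM in the post-FMT and 2982 CPM in the pre-FMT group, and Apoa4 with 2865 and 10518 CPM. The mean of Apoa4 in the pre-FMT group rests on replicate 9, with 52111 CPM, and without that library it was 2199 CPM, below the post-FMT mean. For Fabp6 replicate 9 had 208 CPM, and the pre-FMT mean without it was 3536 CPM. The values for the goblet, Paneth, T and B cell lists were not explained by a separate test. No biological explanation for this library was tested. Without it, edgeR gave 5926 DEGs in the intestine in place of 7, and 836 of them are among the 844 genes the supplement lists. Post-FMT replicates 1 and 2 shared its low Paneth and proliferation score (-1.91 and -1.94, against -1.06 in replicate 9). They also shared its low stromal score (-0.937 and -0.846, against -0.819). With only replicate 9 left out, the lowest of both scores lie in the post-FMT group, so the 5926 DEGs are not free of this difference between samples.

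Intestine post-FMT replicates 1 and 2 were more alike than any other of the 66 pairs of intestine libraries. They differed by more than 2-fold in 8 of 8752 abundant genes, where the other 65 pairs did so in 20 to 1582 (median 163). Over the 500 most variable genes their deviations had a Spearman rho of 0.939, against -0.588 to 0.808. Over 127 immunoglobulin variable genes, which the paper does not discuss, the deviations in use had a rho of 0.545, against -0.333 to 0.187. Replicate 1 also had 34519904 counts, where the other post-FMT libraries had 18317216 to 23108382, and replicate 2 had a log2 CPM of 0.90 for Ifitm1 against 1.78 to 2.22. That 1 library was deposited under 2 names is argued against by a chi-square per degree of freedom of 5.52 between their counts, where sampling noise gives 1. The next pair of intestine libraries had 11.2. The intestine of 1 mouse in both libraries is a candidate explanation, since it predicts a shared use of immunoglobulin genes beyond that of the other pairs. Mice that shared a cage were not tested, because the labels name no cage. With the 2 libraries summed to 1, edgeR gave 6 DEGs and DESeq2 146, against 7 and 885 with both kept. Without replicate 2, DESeq2 gave 125.

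Liver post-FMT replicate 25 and liver pre-FMT replicate 35 were set apart in their groups by the same measures. The TMM factor was 0.904 in replicate 25 (0.988 to 1.02 in the other post-FMT libraries) and 0.937 in replicate 35 (1.01 to 1.05 in the other pre-FMT libraries). Their most abundant gene, Alb, took 2.45% and 2.23% of the counts, against 5.41% to 6.09% and 4.83% to 6.21% for the most abundant gene in the others. Replicate 25 had a pericentral hepatocyte score of -0.13 (0.06 to 0.16), and replicate 35 a log2 CPM of 3.64 for Dhx37 (3.40 to 3.48). An acute-phase list of 12 genes, written after the likeness was seen, scored 2.21 in replicate 25 (-0.50 to -0.11 in its group) and 2.18 in replicate 35 (-0.56 to -0.43). An acute-phase response in both livers may account for part of their distance from the rest. Mid1, a gene chosen after its values were seen, was also high in both, with 10.7 and 11.0 CPM against 1.11 to 3.26 CPM in the other 10 livers. Whether Mid1 follows an acute-phase response was not tested. Only 4 of 7484 abundant genes differed by more than 2-fold between replicates 25 and 35, where the other 65 pairs had 19 to 434 (median 122). These 4, also chosen after their values were seen, were AY036118, LOC118568312, Lars2 and Hcn3, all lower in replicate 25, from -1.93 for AY036118 to -1.27 for Hcn3 on the log2 scale. Over the most variable genes within the range of the other livers, the deviations of the pair had a rho of 0.847, against -0.479 to 0.639. That 1 library was deposited under 2 names is argued against by a chi-square per degree of freedom of 10.9, although the next pair had 11.4. The liver of 1 mouse under both group labels is a candidate explanation that goes with the rho of 0.847, since those genes leave out the ones on which the pair stood apart from the other livers. Which label such a library would belong to is not decided by these values. Without either library the liver had 188 DEGs in edgeR, with 44 when only replicate 25 and 37 when only replicate 35 was left out.

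In the PFC, post-FMT replicate 13 had a red blood cell score of 1.28 (0.01 to 0.15 in the other post-FMT libraries) and a striatal neuron score of 0.94 (-0.34 to -0.10). Pre-FMT replicate 21 had a score of -0.51 for immediate early genes (-0.19 to -0.01), with a log2 CPM of 6.69 for Arc (7.19 to 7.46) and 3.38 for Fos (3.74 to 3.95). Pacsin2 was at 5.82 in post-FMT replicate 15 (5.59 to 5.67). In the intestine, Col6a4 was at 5.68 in pre-FMT replicate 8 (5.25 to 5.40), Nlrc5 at 3.31 in pre-FMT replicate 10 (2.41 to 2.58), Dhx37 at 2.82 in post-FMT replicate 4 (2.33 to 2.49) and Tgfb1 at 3.88 in post-FMT replicate 6 (2.96 to 3.17). These values are about as many as chance gives, and neither a technical nor a biological explanation was tested for them. The number of DEGs in the PFC was 2 without replicate 13, 29 without replicate 21 and 7 without replicate 15, against 21. In the intestine it was 260 without replicate 4, 17 without replicate 6, 6 without replicate 8 and 8 without replicate 10, against 7.

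The change between the groups differed between tissues, by edgeR's interaction test, for 3 genes between the intestine and the liver (Cry2, Dhx37 and Smad6) and for 34 between the intestine and the PFC. Cry2 and Smad6 are named here after their values were seen. The difference for H2-DMb1 was 1.91 on the log2 scale between the intestine and the PFC (standard error 0.33, adjusted p = 0.0116 by edgeR, with 6 of 6 post-FMT libraries above all pre-FMT libraries in the intestine), and 1.83 between the intestine and the liver (standard error 0.38, adjusted p = 0.222 by edgeR). Other assignments of the labels within each tissue gave as many genes in 7 of 100 cases against the liver and in 6 of 100 against the PFC, the real one included, so the number of genes by itself does not exceed what other groupings of these libraries can give. The counts moved widely with single libraries, from 0 without intestine post-FMT replicate 1 to 1655 without pre-FMT replicate 9 against the liver, and from 19 without pre-FMT replicate 7 to 4554 without pre-FMT replicate 9 against the PFC. A difference in depth is argued against as the source, since counts thinned to one depth gave 5 and 118 genes. The tissue itself, which the design names, stays open as a biological source that these tests do not separate from the libraries named above.

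Among genes that the paper does not discuss, the immunoglobulin variable genes of the intestine were lower in the post-FMT group, with a median log2 fold change of -0.64 over 67 genes, 18 of which were higher. Limma's camera with a preset correlation gave p = 1.55e-05 and fry p = 0.0177, while camera with an estimated correlation gave p = 0.0607. No gene of the list passed the threshold over all genes, 22 had an unadjusted p under 0.05, and 31 passed when adjusted over the list alone. As large a median was seen in 2 of 100 splits of the libraries, the real one included. It was -0.33 without pre-FMT replicate 7 and -0.73 without post-FMT replicate 3. Fewer plasma cells in the post-FMT samples cannot be told apart from a change in these genes alone, because the variable gene score fell beyond the plasma cell score by a difference of -0.32 whose exact permutation p was 0.102. The plasma cell score itself differed by -0.19 (exact permutation test, p = 0.394), over 5 genes of which 0 are in another list and 1 is among those the study lists. Its most abundant gene is Igha, with 780 CPM in the post-FMT and 1026 CPM in the pre-FMT group. The reads of these genes are also hard to assign, since they are many and alike, and that was not tested. The stool received and the alcohol intake stay open as biological sources, untested.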

How the results depend on the processing

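The alternatives below were set before the data were examined, except those said to have been chosen after seeing the data and all DESeq2 fits on thinned counts or with libraries left out or summed, which were also chosen then, and no test of a cause was made here. No paired analysis was possible because no label links the libraries of one mouse.

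The 7 DEGs of the intestine were the same 7 genes with DESeq2's size factors, filterByExpr, no filter beyond 1 count, 10 counts in at least 3 libraries and robust dispersion. Thinned counts and an adjusted p of 0.05 gave 6. DESeq2 gave 885 DEGs, limma-voom 4620 and edgeR with 1 surrogate variable 2829, each with all 7 among them. The cause was not tested. Chosen after seeing the data, DESeq2 on genes with more than 10 counts in at least 2 libraries gave 844, the stromal score as a covariate 13 and the Paneth and proliferation score 7, both with 6 of the 7 genes among them. With post-FMT libraries 1 and 2 summed there were 6, and 3954 with pre-FMT replicate 9 left out as well. DESeq2 gave 146 and 4578 in the latter pair of settings, and 788 on thinned counts. Across the fits that each left out 1 library, edgeR gave from 6 to 5926 DEGs and DESeq2 from 125 (without post-FMT replicate 2) to 6272. Both highest values are without pre-FMT replicate 9. Without post-FMT replicate 4 edgeR gave 260, and without post-FMT replicate 6 it gave 17.

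In the PFC the 21 DEGs became 41 with DESeq2, 3 with limma-voom, 11 with robust dispersion, 170 with no filter beyond 1 count and 1 at an adjusted p of 0.05. The last follows from the stricter threshold, and for the others the cause was not tested. Thinned counts gave 15, 1 surrogate variable 23, filterByExpr 21 and DESeq2's size factors 21. After seeing the data, DESeq2 on genes with more than 10 counts in at least 2 libraries gave 42, and DESeq2 on thinned counts 24. Leaving out 1 library gave from 1 (without post-FMT replicate 17, pre-FMT replicate 22 or pre-FMT replicate 23) to 47 DEGs (without pre-FMT replicate 20), and with DESeq2 from 10 (without pre-FMT replicate 22) to 388 (without pre-FMT replicate 20). Only 2 of these 12 edgeR counts were within 1.5 times the full count, while Erdr1_1 passed in all 12 fits, with a log2 fold change of 0.74 to 0.92 and an adjusted p of at most 0.00592 in edgeR.

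In the liver, where 841 genes had an unadjusted p under 0.05, edgeR gave 0 DEGs under each alternative to the normalization, the filter, the dispersion, the depth, the covariate and the threshold. DESeq2 gave 52, limma-voom 11 and, after seeing the data, DESeq2 on genes with more than 10 counts in at least 2 libraries 42. The cause was not tested. Leaving out both replicates 25 and 35, also after seeing the data, gave 188 DEGs in edgeR and 527 in DESeq2. Leaving out 1 library gave 0 to 44 (without post-FMT replicate 25, with 37 without pre-FMT replicate 35), and from 7 (without pre-FMT replicate 32) to 378 (without pre-FMT replicate 35) with DESeq2.

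The liver and the intestine shared 0 DEGs in edgeR, 5 with DESeq2, 3 with limma-voom and 3 with DESeq2 on genes with more than 10 counts in at least 2 libraries, the latter chosen after seeing the data. For the PFC and the intestine these counts were 0, 2, 1 and 2, with 6 under 1 surrogate variable and 0 to 7 with 1 library left out (7 without intestine pre-FMT replicate 9). The liver and the PFC shared 0, or 1 without liver post-FMT replicate 25. Interaction genes between the intestine and the liver numbered 119 with DESeq2, 6 with no filter beyond 1 count, 5 on thinned counts and 0 at an adjusted p of 0.05 (1115 had an unadjusted p under 0.05), against 3. Between the intestine and the PFC they numbered 1091 with DESeq2, 94 with DESeq2's size factors, 20 with no filter, 118 on thinned counts and 8 at an adjusted p of 0.05, against 34. Leaving out 1 intestine library, after seeing the data, gave 0 (without post-FMT replicate 1, among others) to 1655 and 19 (without pre-FMT replicate 7) to 4554, both highest without pre-FMT replicate 9. Except for the stricter threshold, the cause was not tested.

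The 4 groups of Fig. 9B kept their direction under all alternatives, and their side of the threshold in camera with a preset correlation under each alternative to the fit and, with all 12 libraries and no covariate, in fry and with an estimated correlation. In fry with the stromal score as a covariate, chosen after seeing the data, lipids passed, with a median log2 fold change of -0.19, 3 of 6 genes lower and an adjusted p = 0.0414 from limma's fry. The groups had a median log2 fold change of 1.12 to 1.29 for barrier with 1 library left out and 1.32 with limma-voom. Stress was lowest with limma-voom (0.41), and lipids ran from -0.20 to -0.11 with 1 library left out. For fibrosis the median was -0.73 to -0.53 with 1 library left out, -0.52 with limma-voom and, after seeing the data, -0.33 and -0.32 with the stromal and the Paneth and proliferation score as covariates. The immunoglobulin variable genes, with a median of -0.64, did not pass in camera with an estimated correlation (p = 0.0607), chosen after seeing the data. Of the marker lists, 7 in the intestine, 5 in the PFC and 2 in the liver passed in camera with a preset correlation, and 0, 0 and 0 with either fry or an estimated correlation. The latter allow for correlation among the genes of a list.

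Genes with small changes reversed. The log2 fold change of Il10ra was 0.02 with all libraries, -0.022 on thinned counts, -0.00845 with libraries 1 and 2 summed and replicate 9 left out, and -0.063 (without post-FMT replicate 5) to 0.085 (without pre-FMT replicate 8) with 1 library left out. Il1b was at -0.000561 with libraries 1 and 2 summed, -0.14 with replicate 9 left out as well, and -0.15 (without pre-FMT replicate 9) to 0.19 (without pre-FMT replicate 11). Tnf was at -0.30 with limma-voom, -0.080 with libraries 1 and 2 summed and replicate 9 left out, and -0.17 (without post-FMT replicate 3) to 0.21 (without post-FMT replicate 5). These 3 have standard errors above their changes. Anpep in the liver ran from -0.076 (without post-FMT replicate 25) to 0.050 (without pre-FMT replicate 35). Of the named genes of the intestine, DESeq2 left 12 on their side of the threshold and brought 39 past it. In the PFC it left 20 and took 4 out, and in the liver it left 2 and brought 10 past it. Low counts limit Il1b, Tnf and Cd6, and Ifng fell below the count minimum and was not tested.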

Differences from the paper's values

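The paper gives 843 DEGs in the intestine in its text and 844 in Supplementary Data 1, where edgeR gave 7 here. Of the alternatives set before the data were examined, DESeq2 gave 885, within 1.5 times the paper's values, and none of the others did. Limma-voom gave 4620, edgeR with 1 surrogate variable 2829, the others 6 or 7, and the fits that left out 1 library from 6 to 5926 (without pre-FMT replicate 9), with 260 without post-FMT replicate 4 and 17 without post-FMT replicate 6. DESeq2 with 1 library left out, chosen after seeing the values, gave from 125 (without post-FMT replicate 2) to 6272 (without pre-FMT replicate 9), with 1027 without post-FMT replicate 5 and 578 without pre-FMT replicate 12 within 1.5 times the paper's values, as were the 788 of DESeq2 on thinned counts, chosen then too.

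For the PFC the paper gives 43 DEGs in its text and 42 in the supplement, and edgeR gave 21. DESeq2 gave 41, and edgeR without post-FMT replicate 18 gave 37, without pre-FMT replicate 20 it gave 47 and without pre-FMT replicate 21 it gave 29. These 4 were within 1.5 times the paper's values. The other alternatives set before the data were examined were not, from 1 to 24 DEGs or, with no filter beyond 1 count, 170. DESeq2 with 1 library left out, chosen after seeing the values, gave from 10 (without pre-FMT replicate 22) to 388 (without pre-FMT replicate 20), and 49 without post-FMT replicate 15, 36 without post-FMT replicate 17 and 58 without pre-FMT replicate 24 were within 1.5 times the paper's values.

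For the liver the paper gives 42 DEGs in its text and in the supplement, and edgeR gave 0, with 841 genes at an unadjusted p under 0.05. DESeq2 gave 52, and edgeR gave 44 without post-FMT replicate 25 and 37 without pre-FMT replicate 35. The other alternatives set before the data were examined stayed apart from the paper's value, with 11 DEGs in limma-voom and 0 in the rest. DESeq2 with 1 library left out, chosen after seeing the values, gave from 7 (without pre-FMT replicate 32) to 378 (without pre-FMT replicate 35), with 28 without pre-FMT replicate 31 at 1.5 times from the paper's value, and DESeq2 on thinned counts, chosen then too, gave 51.

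The paper gives 3 DEGs shared by the liver and the intestine, and edgeR gave 0. Limma-voom gave 3, DESeq2 gave 5, over 1.5 times the paper's value, and the other alternatives set before the data were examined gave 0. The supplement holds 2 genes listed for both the PFC and the intestine, and edgeR gave 0 where DESeq2 gave 2. The other alternatives set before the data were examined differ from the paper's value, with 1 in limma-voom, 6 with 1 surrogate variable, 7 without intestine pre-FMT replicate 9 and 0 in the rest. DESeq2 on genes with more than 10 counts in at least 2 libraries, a setting chosen after seeing the values, gave 844 DEGs in the intestine, 42 in the PFC and 42 in the liver, with 3 shared by the liver and the intestine and 2 by the PFC and the intestine. DESeq2 is the tool the paper's methods name.

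The paper places most of the changed genes in the intestine, and edgeR gave more in the PFC (21) than in the intestine (7). DESeq2 gave 885 in the intestine, 41 in the PFC and 52 in the liver. The paper describes Cd6, the collagens, Pdgfra, Pdgfrb, Cdk6, Cdc6, Muc2, Cdx2, Canx, Mt1, Mt2, Nr0b2, S1pr2, Sphk2, Notch1 and Csf1r as changed in the intestine, and none of these passed the threshold in edgeR, with an adjusted p of 0.329 or, for Canx, 0.339. Each had the direction the paper gives, an unadjusted p under 0.05, and passed in DESeq2 and in edgeR without pre-FMT replicate 9. The paper lists 844 genes for the intestine, and in settings other than the one used here 827 (DESeq2), 803 (limma-voom), 834 (1 surrogate variable) and 836 (without pre-FMT replicate 9) of them passed. With libraries 1 and 2 summed and replicate 9 left out, a setting chosen after seeing the values, 794 did. For the liver, 38 (DESeq2), 11 (limma-voom) and, without replicates 25 and 35, chosen after seeing the values, 36 of the 42 listed genes passed. For the PFC, edgeR called 17, DESeq2 41, limma-voom 3 and 1 surrogate variable 18 of the 42. The log2 fold changes of the 74 named genes that are listed did not differ in sign. Since the paper's lists come from the same libraries, a shared direction is not independent evidence.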

Other observations

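The tests in this part chosen only after the result was seen include the splits of the DESeq2 counts, of the counts with libraries left out, of the Fig. 9B groups and of the marker lists, the trend on GC content and gene length, the list scores without replicate 9, and the test of Erdr1_1 across tissues. The DESeq2 fit on thinned counts and the fits with the stromal score as a covariate were chosen then too. Each share of splits below counts the real one, and 100 splits were drawn in each case.

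In the intestine 4 of 100 splits of the 12 libraries gave at least the 7 DEGs of edgeR. The other 3 gave up to 5820 DEGs and all placed replicates 1, 2 and 9 in one group, while 96 gave none. With DESeq2, 6 of 100 splits gave at least 885 DEGs, and the other 5 also had replicates 1, 2 and 9 together, with up to 6260 DEGs. The DESeq2 count in the intestine thus does not exceed what other groupings of the libraries give. Without pre-FMT replicate 9, 1 of 100 splits gave as many as the real 5926, with 5910 for the next. With libraries 1 and 2 summed and replicate 9 left out, 1 of 100 gave as many as 3954, with 2960 for the next. In the PFC 6 of 100 splits gave at least 21 DEGs in edgeR (up to 174) and 18 of 100 at least 41 in DESeq2 (up to 722), so the number of DEGs in the PFC does not exceed what other groupings of the libraries give. For the liver these were 100 of 100 in edgeR, where the real split gave 0 DEGs and 841 genes with an unadjusted p under 0.05 and another split gave 203, and 29 of 100 for 52 DEGs in DESeq2 (up to 903). Without liver replicates 25 and 35, 2 of 100 splits gave at least 188 (up to 279). Genes whose groups did not overlap made up 0.919% of those tested in the intestine, 0.279% in the PFC and 0.224% in the liver, where chance gives 0.216%.

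The median log2 fold changes of the Fig. 9B groups were as large in 1 of 100 splits for barrier, 1 of 100 for fibrosis, 1 of 100 for stress and 3 of 100 for lipids. The study chose these genes on the same libraries, so the real split is favored and the shares are no independent evidence.

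The higher class II antigen presentation genes of the intestine were set against more B cells or other antigen-presenting cells in the samples. The class II score rose by 1.61 beyond the mean score of B cells, dendritic cells and macrophages (exact permutation test, p = 0.0022, the smallest that 6 against 6 can give), by 1.32 beyond B cells (exact permutation test, p = 0.0476), by 1.89 beyond dendritic cells and by 1.61 beyond macrophages. This argues against these cells as the source of the whole change. The B cell list has 8 genes, the dendritic cell list 4 and the macrophage list 8, all expressed in the tissue, with 0 in another list and 0 among those the study lists. The levels of their most abundant genes in the post-FMT and the pre-FMT group were 11.4 and 11.2 CPM for Cd79a (12.8 CPM in the pre-FMT group without replicate 9), 10.7 and 12.1 CPM for Itgax, and 56.2 and 52.8 CPM for Lyz2. A response to interferon-gamma in the tissue cannot be told apart from a change confined to the class II genes, because the score of its 9 genes rose by 0.43 with an exact permutation p of 0.0519, and by 0.49 without pre-FMT replicate 9 (exact permutation test, p = 0.0411). All 9 are expressed, 0 are in another list and 2 are among those the study lists, and Irf1, the most abundant, had 228 and 191 CPM. The stool received and the alcohol intake stay open as biological sources, untested.

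The lower fibrosis genes of the intestine cannot be told apart from less stromal tissue in the samples. The fibrosis score fell no further than the mean of the fibroblast, smooth muscle and endothelial scores, with a difference of -0.050 (exact permutation test, p = 0.855), and the stromal score itself differed by -0.56 (exact permutation test, p = 0.0996) or, without pre-FMT replicate 9, by -0.78 (exact permutation test, p = 0.0476). With the stromal score as a covariate the group kept a median of -0.33 (fry p = 0.00963, camera with an estimated correlation p = 0.0256, both from limma), but a covariate that follows the groups leaves the question open. The fibroblast list has 8 tested genes, the smooth muscle list 7 and the endothelial list 8, with 0 in another list, and 3 of the endothelial genes are among those the study lists. Fbln1 had 238 and 280 CPM in the post-FMT and the pre-FMT group (210 CPM in the latter without replicate 9), Myh11 106 and 160 CPM and Pecam1 10.4 and 14.8 CPM. A biological change in the stool received or the alcohol intake was not tested.

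A more distal segment in the post-FMT mice is argued against as the whole source of the higher Cdx2 and Muc2. With the ileum minus proximal score as a covariate their log2 fold changes were 0.41 (standard error 0.12, adjusted p = 0.176 by edgeR) and 0.34 (standard error 0.09, adjusted p = 0.162 by edgeR), both past the threshold. Without pre-FMT replicate 9 and with no covariate, the differences in log2 CPM were 0.41 and 0.34 (exact permutation tests, p = 0.0238 and p = 0.00866). More goblet cells in the post-FMT samples cannot be told apart from a change of Muc2 alone. Muc2 rose by 0.21 beyond the goblet cell score (exact permutation test, p = 0.0216), while with that score as a covariate its log2 fold change was 0.17 (p = 0.184 by edgeR). Of the 8 goblet cell genes, all expressed, 0 are in another list and 4 are among those the study lists, and Fcgbp had 4844 and 3594 CPM.

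A difference in sequencing depth is argued against as the source of the larger number of DEGs in the intestine with DESeq2, since DESeq2 on counts thinned to one depth, a fit chosen after seeing the data, gave 788 DEGs in the intestine, 24 in the PFC and 51 in the liver. A trend on GC content and exonic length explained 1.62% of the variance of the intestinal fold changes, over the 95.7% of genes with a value, which argues against such a bias as the source. It explained 2.19% in the PFC and 2.71% in the liver.

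More white matter in the post-FMT dissections cannot be told apart from a change of expression within the cells of the PFC. The oligodendrocyte score was higher by 0.10 in the post-FMT group, with an exact permutation p of 0.121, which is too small a difference against its spread to decide. Its 7 genes are all expressed, 0 of them are in another list or among those the study lists, and Mbp had 2144 and 1943 CPM. Erdr1_1 was higher in the post-FMT group in every tissue, by 0.85 in the PFC (exact permutation test, p = 0.0022), 0.61 in the intestine (exact permutation test, p = 0.0216) and 0.70 in the liver (exact permutation test, p = 0.0325). A difference between the mice of the groups that is present in every tissue may therefore account for it, and what that difference is was not tested.

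Limma's camera with a preset correlation of 0.01 gave an adjusted p under 0.05 for 7 marker lists in the intestine, 5 in the PFC and 2 in the liver. Other splits gave as many lists in 41, 20 and 29 of 100 cases, and 0 lists passed in fry or with an estimated correlation, so these calls do not exceed what other groupings of the libraries give. The lists in the intestine were endothelial (median log2 fold change -0.56, higher in 0 of 8 genes, adjusted p = 8.54e-06 by camera), interferon-gamma response (0.42, 9 of 9, 0.000537), T cell (0.54, 7 of 7, 0.00417), epithelial (0.22, 7 of 8, 0.00601), proliferation (-0.52, 0 of 8, 0.00601), goblet cell (0.22, 6 of 8, 0.00601) and Paneth cell (-0.77, 0 of 7, 0.00824). In the PFC they were immediate early genes (0.33, 7 of 7, 7.75e-09 by camera), astrocyte (0.14, 6 of 6, 4.01e-08), red blood cell (0.59, 5 of 5, 1.48e-05), oligodendrocyte (0.08, 5 of 7, 0.00237) and glucocorticoid response (-0.07, 3 of 8, 0.00692). In the liver they were red blood cell (0.47, 5 of 5, 4.51e-06 by camera) and circadian evening phase (-0.28, 1 of 8, 0.00704).

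Exact permutation tests of the scores of the 36 lists gave p under 0.05 for 9 lists and for 0 after Benjamini-Hochberg adjustment within the tissue, where the lowest adjusted p was 0.0617. The adjusted result of the intestine depends on pre-FMT replicate 9. Without it 7 of the 19 intestinal lists had p under 0.05 in exact permutation tests, and 2 had an adjusted p under 0.05. These were T cell, with a difference of 1.01 (exact permutation p = 0.0022, the smallest that 6 against 5 can give, adjusted p = 0.0411, 6 of 6 post-FMT libraries above the median of the pre-FMT group), and dendritic cell, with -0.36 (exact permutation p = 0.00433, adjusted p = 0.0411, 0 of 6). The T cell list has 7 tested genes, 0 in another list and 0 among those the study lists, and Cd8a, the most abundant, had 14.5 CPM in the post-FMT and 9.86 CPM in the pre-FMT group, or 5.96 CPM without replicate 9. The 9 were, with the number of post-FMT libraries above the median of the pre-FMT group, in the intestine dendritic cell (-0.34, exact p = 0.00433, 0 of 6), epithelial (0.25, p = 0.00649, 6 of 6), endothelial (-0.65, p = 0.0108, 0 of 6), goblet cell (0.25, p = 0.0152, 5 of 6) and T cell (0.74, p = 0.0260, 6 of 6). In the PFC they were red blood cell (0.54, exact p = 0.0130, 6 of 6), astrocyte (0.16, p = 0.0152, 6 of 6) and immediate early genes (0.33, p = 0.0455, 4 of 6), and in the liver red blood cell (0.59, p = 0.0325, 6 of 6). The other differences in the intestine were 0.24 for B cell, -0.16 for circadian evening phase, 0.03 for circadian morning phase, -0.49 for fibroblast, -0.18 for glucocorticoid response, 0.74 for ileum, 0.06 for immediate early genes, 0.43 for interferon-gamma response, -0.06 for macrophage, -1.13 for Paneth cell, -0.19 for plasma cell, -0.61 for proliferation, -0.31 for proximal small intestine and -0.53 for smooth muscle. Without pre-FMT replicate 9 they became -0.18 for B cell, 0.03 and 0.01 for the circadian evening and morning phases, -0.81 for fibroblast, -0.08 for glucocorticoid response, 0.14 for goblet cell (exact permutation p = 0.0368), 0.13 for ileum, 0.28 for proximal small intestine, -0.82 for smooth muscle, -0.85 for proliferation (p = 0.0325), -0.70 for endothelial (p = 0.0152), 0.26 for epithelial (p = 0.0195), 0.49 for interferon-gamma response (p = 0.0411), -1.49 for Paneth cell, -0.27 for plasma cell, -0.09 for macrophage and 0.06 for immediate early genes. Apart from T cell and dendritic cell, 0 of the 19 lists passed after adjustment. In the PFC the others were -0.02 and -0.03 for the circadian evening and morning phases, -0.06 for glucocorticoid response, 0.10 for oligodendrocyte, -0.08 for striatal neuron and 0.01 for upper cortical layer. In the liver they were -0.20 and 0.12 for the circadian phases, -0.26 for glucocorticoid response, 0.13 for immediate early genes, 0.11 for pericentral and -0.15 for periportal hepatocytes and 0.50 for proliferation. Among the 228 genes tested in these lists, 6 are in another list and 17 among those the study lists. No biological explanation was tested for these lists.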
